# Comprehensive Analysis of the Expression Profiles of Hepatic lncRNAs in the Mouse Model of Alcoholic Liver Disease

**DOI:** 10.3389/fphar.2021.709287

**Published:** 2021-07-29

**Authors:** Xiaobing Dou, Wenwen Yang, Qinchao Ding, Qiang Han, Qianyu Qian, Zhongyan Du, Yibin Fan, Cui Wang, Songtao Li

**Keywords:** long non-coding RNA, alcoholic liver disease, messenger RNA, competitive endogenous RNA,, whole transcriptome sequencing

## Abstract

**Background and Aim:** The worldwide prevalence of alcoholic liver disease (ALD) due to escalating alcohol consumption has presented an unprecedented pressure on human health. A few studies have determined long non-coding RNAs (lncRNAs) involved in the pathogenesis of liver diseases. However, the roles of lncRNAs in ALD development is still poorly understood.

**Methods:** An ALD mouse model was established and confirmed. Expression profiles of lncRNAs were obtained by whole transcriptome sequencing. The altered lncRNAs in ALD mice were further verified by qRT-PCR. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were used to enrich the functions of these lncRNAs. In combination with miRNA and mRNA profiles, we constructed concise endogenous RNA (ceRNA) networks. The function of the most up/downregulated lnRNA was further verified and investigated in both ALD model and AML-12 cells.

**Results:** Totally, five downregulated lncRNAs were obtained and verified in ALD mice. The GO term and KEGG pathway analyses revealed that the identified lncRNAs were associated with alcohol-induced hepatic oxidative damage, cellular inflammation, and lipid metabolism. Combination the differentially modulated miRNAs and mRNAs with ceRNA network analysis, we constructed five ceRNA networks and obtained 30 miRNAs and 25 mRNAs that may participate in ALD. Further, we verified and investigate the function of the most downregulated lnc_1700023H06Rik. Depletion lnc_1700023H06Rik reduced genes encoding for lipid metabolism, especially mRNA Acat2 (ENSMUST00000159697) and Pgrmc2 (ENSMUST00000058578) both *in vivo* and *in vitro*. Knocking down lnc_1700023H06Rik induced triglyceride accumulation and lactate dehydrogenase leakage in AML12 cells, consisting with that in alcohol-treated cells.

**Conclusion:** The five remarkably downregulated lncRNAs in ALD mouse model were identified as novel biomarkers, highlighting the key role of lncRNAs in the development of ALD. The effect of lnc_1700023H06Rik plays a pivotal role in lipid deposition and its pathological pathway in ALD needs further investigation.

## Introduction

Continued and excessive alcohol consumption is exacerbating the worldwide incidence of alcoholic liver disease (ALD) (Rehm et al., 2013), According to the Global Status Report on Alcohol and Health (2018), alcohol consumption caused approximately 3 million deaths and nearly half can be attributed to ALD (Lv et al., 2020; Shield et al., 2020). The pathological progression of ALD comprises a spectrum of diseases from liver steatosis and hepatitis to severe fibrosis or even cirrhosis (Liangpunsakul et al., 2016). Although ALD is well-characterized, it cannot be halted or reversed because the underlying mechanisms for ALD initiation or progression are still unclear.

In the past few decades, the proposed mechanisms for ALD have mainly focused on protein-coding genes of alcohol metabolism, reactive oxygen species, formation and inflammation responses (Beier and Arteel, 2010). Technologies such as RNA sequencing and microarray have revealed that non-coding RNAs (ncRNAs) compring up to 80% of the “transcriptional noise,” and thus, also participated in ALD evelopment. However, the role of lncRNAs in ALD is still inconclusive as compared to that of the well-studied endogenous miRNA.

Long non-coding RNAs (lncRNAs, with lengths exceeding 200 nucleotides) are transcribed from various genomic regions, including introns and exons. The competitive endogenous RNA (ceRNA) regulates target gene expression through chromatin remodeling, transcription, and post-transcriptional processing (Zhang et al., 2016; Zhao et al., 2018). They play a critical role in various biological functions and disease processes (Peng et al., 2017). Recently, lncRNAs has been reported to involve in alcohol-related diseases. For instance, serum levels of AK054921 and AK128652 were downregulated in patients with alcohol-cirrhosis, and they were inversely correlated with the survival of these patients, indicating the pathological role in alcoholic cirrhosis (Yang et al., 2017). The lncRNAs NEAT1, Gm5091, and MEG3 participated in alcohol-induced hepatic steatosis and fibrosis in animal models (Wang et al., 2018; Zhou et al., 2018; Ye et al., 2020). Despite the definite role of lncRNAs in alcoholic diseases, the profiles of lncRNAs in ALD models have not been comprehensively investigated.

This study objective to screen the potential lncRNAs that may involved in the development of ALD in mice. We performed RNA sequencing to identify the differentially expressed lncRNAs in liver. The functions of lncRNAs were analyzed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Several differentially expressed lncRNAs were further verified. A ceRNA network analysis was constructed to understand the lncRNA-miRNA-mRNA crosstalk. In addition to the miRNA sequencing assay, we proposed several key lncRNA pathways that may participate in the development of ALD. Our results may provide new insights into the underlying mechanisms of ALD.

## Materials and Methods

### Animal Experiments

Male C57BL/6J mice weighing 25 ± 0.5 g (mean ± SD) were maintained at the Animal Center of Zhejiang Chinese Medical University. The ALD mouse model was established as previously described (Ding et al., 2017). Mice were divided into two groups of six animals each. The control groups, pair-fed (PF), were fed with an isocaloric control liquid diet (Bioserv, Frenchtown, NJ) and the treated groups, alcohol-fed (AF), were treated with Lieber-DeCarli diet (Bioserv, Frenchtown, NJ) for 5 weeks. In the first 3 days, mice were fed with Lieber-DeCarli diet without alcohol. At the following 2 days, the caloric content of alcohol in the diet was set at 5.5%, and increased to 11% on the 6th and 7th day, 22% at the 2nd week, 27% at the 3rd week, and maintained at 32% at the last 2 weeks. Animals were allowed ad libitum access to diet and water. Mice were euthanized using an intravenous injection of pentobarbital sodium (Merck, Darmstadt, Germany) without any pain after 12 h fasting.

### Cell Culture and Treatment

The alpha mouse liver (AML)-12 hepatocyte cell line was obtained from the American Type Culture Collection (ATCC, Manassas, VA) and cultured in Dulbecco’s Modified Eagle Medium/Ham’s Nutrient Mixture F-12, 1:1 (Sigma, Aldrich, MO), containing 10% (v/v) fetal bovine serum (Life technologies), 5 mg/ml insulin (Sigma), 5 μg/ml transferrin (Sigma), 5 ng/ml selenium (Sigma), 40 ng/ml dexamethasone (Sigma), 100 U/mL penicillin, and 100 μg/ml streptomycin (Life technologies, 15,140–122) at 37°C in a humidified O_2_/CO_2_ (95:5) atmosphere (Li et al., 2014). Cells were plated into 12-well plates, and 200 μmol/L of ethanol was added when the cells volume reached about 80% confluence. After 12 h treatment, cells were collected for qRT-PCR.

### RNA Interference

Based on the results of qRT-PCR, we selected the lncRNA with the most significant differential expression to investigate its function in AML12 cells. Cultured cells were transfected with small interfering RNA (siRNA) against mouse lnc_1700023H06Rik (Ribobio, Guangzhou, China) using Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. In the control group (NC), cells were transfected with scrambled siRNA (Ribobio). Cells were collected after 24–48 h for qRT-PCR. Sequences of siRNA against mouse lnc_1700023H06Rik were listed in Supplementary Table S1, the sequences of scrambled siRNA were not disclosed.

To investigate the function of lnc_1700023H06Rik in the setting of alcohol treating. Cells were transfected with siRNAs as described aforementioned. Then, 200 μmol/L of ethanol was added into each well. After 12 h, the culture supernatants were for detection of Lactate dehydrogenase (LDH) and the cells were collected for triglyceride (TG) detection.

### Histological and Biochemical Assays

Small pieces of liver were isolated and fixed immediately with 4% paraformaldehyde (Biosharp, Guangzhou, China). Samples were stained with hematoxylin (Sigma) and eosin (Sigma) to determine the histological change. Oil red O (Sigma) staining was performed on fresh liver samples to detect the lipid depostion according to our previous study (Ma et al., 2019). The amounts of liver cholesterol (TC), TG, plasma alanine aminotransferase (ALT), and aspartate aminotransferase (AST) were determined according to the manufacturer’s instructions (Jiancheng, Nanjing, China).

### Whole Transcriptome Sequencing

Total RNA was extracted, and quantified using Bioanalyzer 2100 (Agilent, CA, United States) with RNA Integrity Number (RIN) > 7.0. Subsequently, a small RNA library and a chain-specific library without ribosomal RNA were established and sequenced. The ribosome-deficient chain-specific library obtain the sequence information of lncRNA but also the sequence information of mRNA and circRNA. The small RNA library provided a miRNA sequence.

Transcripts that overlapped with known mRNAs and those that were shorter than 200 bp were discarded. The coding potential of transcripts was determined using Coding Potential Calculator (CPC) (Kong et al., 2007), Coding-Non-Coding Index (CNCI) (Sun et al., 2013), and Pfam (Punta et al., 2012). Transcripts with CPC scores <−1 and CNCI scores <0 was removed. StringTie and fragments per kilobase of transcript per million fragments (FPKM) (Pertea et al., 2015) were used to determine the levels of mRNAs and lncRNAs, respectively. LncRNAs were analyzed using the Ballgown R package. Those with log_2_ fold change (FC) > 1 or log_2_ FC <−1 and *p* value <0.05 were considered differentially expressed (Frazee et al., 2015).

### Validation of Key lncRNAs and mRNA Using qRT-PCR

Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA). The content and purity was determinated by, NanoDrop ND-1000 (NanoDrop, Wilmington, DE). The reaction systems containing cDNA templates, SYBR Green (Bimake, Houston, TX), ddH_2_O (Bimake), and primers were mixed for qRT-PCR on ABI 7300 PCR instrument (Thermo Fisher Scientific, Waltha, MA). The gradient temperatures were set at 95°C for 5 min for Hot-Start DNA Polymer; 95°C for 15 s, 60°C for 1 min (40 cycles) for PCR; 95°C for 15 s, 60°C for 1 min, and 95°C for 15 s for melt curve. The relative gene expression was calculated using the 2^−ΔΔCt^ method, and it was normalized to the control group. All primer sequences were listed in Supplementary Table S2-S3.

### Gene Ontology Enrichment Analysis

Gene Ontology functional enrichment analysis maps and calculates the numbers of all the differentially expressed genes to each term in the GO database, Then, the enrichment fractions and the number of differentially expressed genes (S gene number) enriched in each term were determined according to *p* values. Finally, the top 10 terms with *p* < 0.05 and largest numbers of S gene number were analyzed.

### Kyoto Encyclopedia of Genes and Genomes Enrichment Analysis

Biological functions of differentially expressed lncRNAs were determined by KEGG (www.genome.jp/kegg), a public database for genome deciphering. The basic threshold for significant enrichment was set at *p* < 0.05. Subsequently, each pathway was sorted in a descending order according to S gene numbers, and the top ten pathways were displayed.

### ceRNA Network Construction

After verification, lncRNAs with absolute values of log_2_ FC > 2 and *p* < 0.05 were selected. Combination with the differentially expressed miRNA and mRNA in sequence analysis we constructed the ceRNA networks. The RNAs which didn’t obeyed the rule of negative regulation between lncRNA and miRNA, miRNA and mRNA, were removed. Finally, ceRNA network diagrams were prepared using Cytoscape (v3.8.2, http://www.cytoscape.org/) (Liu et al., 2019).

### Detection of Triglyceride and Lactate Dehydrogenase Leakage

The supernatant of AML12 was collected and the activity of LDH leakage was detected according to the instructions of LDH assay kit (Beyotime, Shanghai, China). Cells were then washed with PBS and the triglyceride content in each group was measured according to the instructions of TG assay kit (Jiancheng, Nanjing, China).

### Statistical Analysis

Statistical analyses were carried out using the Student’s *t*-test and ANOVA-test accordingly via the SPSS 25.0 software (Chicago, IL, United States). Significant level was set at *p* < 0.05. The bar charts were prepared using GraphPad Prism 7.0 (GraphPad Software, California, United States).

## Results

### Hepatic Lipid Accumulation and Hepatic Injury Under Alcohol Feeding

The successful establishment of ALD mouse model was verified by a sequence of well-characterized endpoints. As described, the amounts of TC (Figure 1A), TG (Figure 1B), ALT (Figure 1C), and AST (Figure 1D) remarkably increased in the AF group as compared to those in the PF group, indicating liver injury and hyperlipidemia. Additionally, a moderate amount of lipid droplets and obvious lipid vacuoles were observed in the liver (Figure 1E). The pathological morphology of the liver pointed toward hepatic steatosis and hepatitis, implicating a well-established ALD mouse model.

**FIGURE 1:**
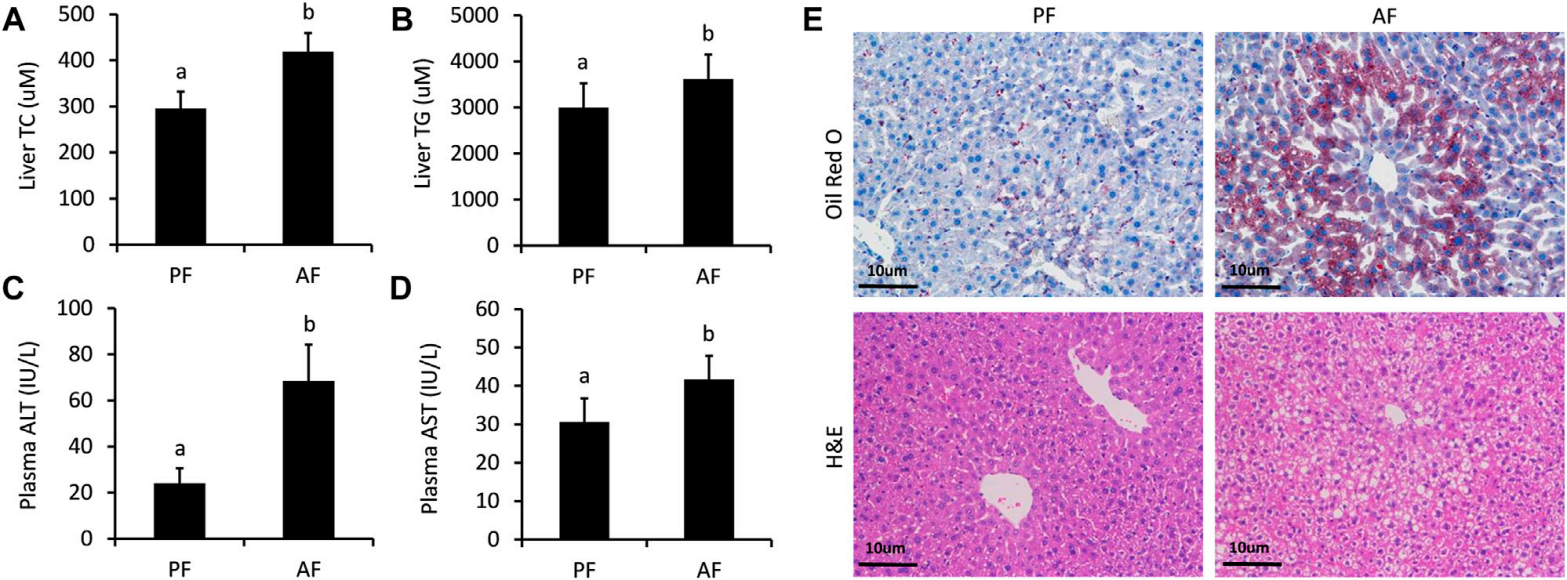
Serum biochemical indices and liver morphologies of ALD mice. **(A)** Hepatic cholesterol (TC) contents. **(B)** Hepatic triglyceride (TG) contents. **(C)** Plasma alanine aminotransferase (ALT) levels. **(D)** Serum aspartate aminotransferase (AST) levels **(E)** Hematoxylin and eosin staining and Oil Red O staining of liver tissues. Bars represents 10 µm. Data are expressed as the mean ± SD (*n* = 6 mice per group).

### Differentially Expressed lncRNAs Identified in Alcoholic Liver Disease Mice

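Liver RNA of 3 pair-fed mice (PF), 3 alcohol-fed mice (AF) and 3 alcohol-fed mice that also received MNA, a compound that the sample labels do not spell out, at 50 mg/kg was sequenced after 5 weeks of feeding. The paper compares PF with AF and does not report on the MNA group. Ribosomal RNA was depleted and strand-specific paired-end libraries were made, and the values come from 1 library per replicate. The authors deposited the level of each gene, the level of each lncRNA transcript and the back-splice junction counts of circRNAs. Gene and lncRNA levels are in FPKM from StringTie, fragments per kilobase of transcript scaled to the fragments of the library, and the gene values are rounded to 2 decimals. The gene table held 52151 entries, of which 26345 with a known transcript and a gene name were used. The lncRNA table held 26083 transcripts, 7879 known and 18204 assembled by the authors from these libraries, and 13645 of the assembled transcripts lay inside introns.
Total reads, recovered from the constant that links the junction counts to the authors' normalized circRNA values in each library, ranged from 61286037 to 66981483 in PF (median 66450747) and from 59831743 to 74499848 in AF (median 62478547). In the PF and AF libraries 1 FPKM of an lncRNA stood for a mean coverage of between 6.16 and 7.24 reads per base, which sets the precision of low values; no counts are given for genes or lncRNAs. AF replicate 3 held more signal in intron transcripts (summed FPKM of 9433) than the other AF libraries (3802 and 4239) or the PF libraries (3254, 4429 and 4937).
Levels were compared as log2(FPKM + 1) with limma's moderated linear model, over lncRNA transcripts with a mean of at least 0.1 FPKM and genes with a mean of at least 0.5 FPKM. The log2 FC is the log2 ratio of the group mean FPKMs, and Benjamini-Hochberg adjusted p-values are given beside the threshold of the methods, which uses the unadjusted p. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1. Transcripts at 0 are described as listed at 0, without a fold change, because abundant genes were also listed at or near 0 in single libraries: among 3712 entries of protein-coding genes that reached 5 FPKM in the third-highest of the 9 libraries, 59 lay under 10% of that level in some libraries and above 40% of it in all others.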

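At the threshold of the methods, 453 of the 18310 tested lncRNA transcripts differed between AF and PF, 258 upregulated and 195 downregulated. Known lncRNAs made up 82 of them, 31 upregulated and 51 downregulated, and the other 371 had been assembled by the authors, 255 of these inside introns. An unadjusted p under 0.05 was reached by 480 transcripts, 2.6% of those tested, and 3 transcripts had an adjusted p under 0.05 (limma), 2 upregulated and 1 downregulated, a count that fell to 1 without PF replicate 1 or without AF replicate 1. The share of upregulated transcripts, 57.0% of the 453, was 40.9% of 408 without PF replicate 1 and 77.2% of 562 without AF replicate 2. Among the alternatives, the count moved most, to 28, when only known transcripts were tested with a linear model without moderation and with its coefficient as the fold change, a choice made after the data were seen. With limma's coefficient as the fold change for all transcripts, the count was 256.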

Totally, twenty-nine differentially expressed lncRNAs were identified by using RNA sequencing. We divided them into two groups: twelve upregulated and Seventeen downregulated, as separated and clustered by volcano graph and heat map (Figure 2A,B). 

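All 29 lncRNAs named in Figure 2A were present as transcripts of 27 genes, and each changed in the direction drawn there, 12 upregulated and 17 downregulated in AF. For 26 of them the threshold was passed. Gm45774, ENSMUST00000218264 on chromosome 12 and Gm28836 did not pass it, with unadjusted p-values from limma of 0.077, 0.0531 and 0.0596. In 25 of the 29 the PF and AF libraries did not overlap, against a share of 10% that chance gives for 3 libraries against 3, but the 29 were chosen by the study on these libraries. AW495222(39805), AW495222(39807) and Gm38357 were the 3 with an adjusted p under 0.05. Of the 29, 5 were listed at 0 in every library of 1 group and 6 consist of 1 exon. With 1 library left out, between 20 (without PF replicate 1) and 29 (without AF replicate 3) of the 29 passed.
The gene table gave another picture for lncRNAs that share their entry with other transcripts, which was the case for 15 of the 29. The gene entries of 18 of the 29 passed the threshold. The transcript of RP23-260J19.5 was upregulated (log2 FC 3.04), while its gene entry with 3 transcripts fell from 37.2 to 2.23 FPKM. Gas5 (listed at 0 in AF as 1 of 24 transcripts) had 3.13 ± 0.393 FPKM in PF and 2.92 ± 0.476 FPKM in AF as a gene (SD, n = 3 libraries each).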

In summary, eighteen lncRNAs with eleven upregulated and seven downregulated genes changed nearly by 2 to 2.8 fold. Three lncRNAs (one upregulated and two downregulated) altered by 2.8 to 4-fold. Six lncRNAs, three upregulated and three downregulated, changed by 4 to 8-fold. 

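As fitted coefficients on log2(FPKM + 1), the changes of 4 upregulated and 9 downregulated lncRNAs of Figure 2A lay between 1 and 1.5. Between 1.5 and 2 there were 2 upregulated and 2 downregulated lncRNAs, and between 2 and 3 there were 2 upregulated and 3 downregulated. The range from 3 to 4 held 1 upregulated lncRNA, Gm38357, and 1 downregulated lncRNA, AW495222(39807), both listed at 0 in every library of 1 group. The remaining 3 upregulated and 2 downregulated lncRNAs changed by less than 1. A linear model without moderation, with the library-size covariate that Ballgown uses, left none under 1 and gave 5 upregulated and 11 downregulated lncRNAs between 1 and 1.5.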

The remaining two lncRNAs changed nearly by 8 to 16-fold (Figure 2C). Finally, eight lncRNAs with log_2_ FC change >2.0 (4-fold) and *p* < 0.05 were sent for PCR verification (Table 1).

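The 8 lncRNAs of Table 1 passed the threshold here, 3 upregulated and 5 downregulated, also with any 1 of the 6 libraries left out. Positions are those of the deposited transcripts, whose coordinates match the mouse build GRCm38. AW495222(39807), ENSMUST00000148316, has 2 exons on chromosome 13 from 93715384 to 93719134. It had 10.5, 14.5 and 13.8 FPKM in the PF libraries and was listed at 0 in all 3 AF libraries (adjusted p = 0.00043, limma). AW495222(39805), ENSMUST00000149839, starts at 93706182 in the same gene and rose from 0.368 ± 0.338 FPKM in PF to 7.95 ± 1.71 FPKM in AF (SD, n = 3 libraries each), a log2 FC of 4.43 with an adjusted p of 0.0216 from limma. The gene as a whole had a log2 FC of -0.08, from 7.96 to 7.51 FPKM.
1700023H06Rik, ENSMUST00000161006, lies on chromosome 13 from 80884224 to 80885524, on the strand opposite to Arrdc3, which it overlaps and which was downregulated with a log2 FC of -1.62. Its level fell from 11.5 ± 2.22 FPKM in PF to 3.08 ± 2.90 FPKM in AF (SD, n = 3 libraries each), a log2 FC of -1.90 with an adjusted p of 0.598 from limma, and the log2 FC was -3.02 without AF replicate 3. Gm45724, ENSMUST00000213031, a single exon on chromosome 8 from 105051049 to 105051468, is opposite to Ces3a (log2 FC -1.26). It fell from 21.9 ± 9.47 FPKM to 2.78 ± 2.90 FPKM (SD, n = 3 libraries each), a log2 FC of -2.98 (adjusted p = 0.28, limma). In both lncRNAs the AF replicate 3 value, 6.42 and 6.13 FPKM, lay above those of the other AF libraries.
Gm12265, ENSMUST00000139025, on chromosome 11 from 60240810 to 60241930, had 3.81, 2.32 and 7.06 FPKM in PF and 0, 0.0355 and 0.0131 FPKM in AF (adjusted p = 0.136, limma), and its gene entry had a log2 FC of -1.35. 0610005C13Rik, ENSMUST00000211209, on chromosome 7 from 45568124 to 45575327, had 7.30, 5.54 and 5.17 FPKM in PF, 1.77 FPKM in AF replicate 1 and was listed at 0 in the other AF libraries (adjusted p = 0.267, limma). It is 1 of 13 transcripts of a gene entry whose log2 FC was -0.38. Gm38357, ENSMUST00000195382, a single exon inside Noct on chromosome 3 from 51231917 to 51234380, was listed at 0 in all PF libraries and had 10.5, 4.14 and 7.97 FPKM in AF (adjusted p = 0.0237, limma). Rian, ENSMUST00000182981, on chromosome 12 from 109650681 to 109661025, rose from 0.410 ± 0.359 FPKM to 5.59 ± 3.55 FPKM (SD, n = 3 libraries each), a log2 FC of 3.77 with an adjusted p of 0.472 from limma, and its gene entry rose with a log2 FC of 3.10. For each of the 8, PF and AF did not overlap (exact permutation test, two-sided, p = 0.1).

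**Figure D1:**
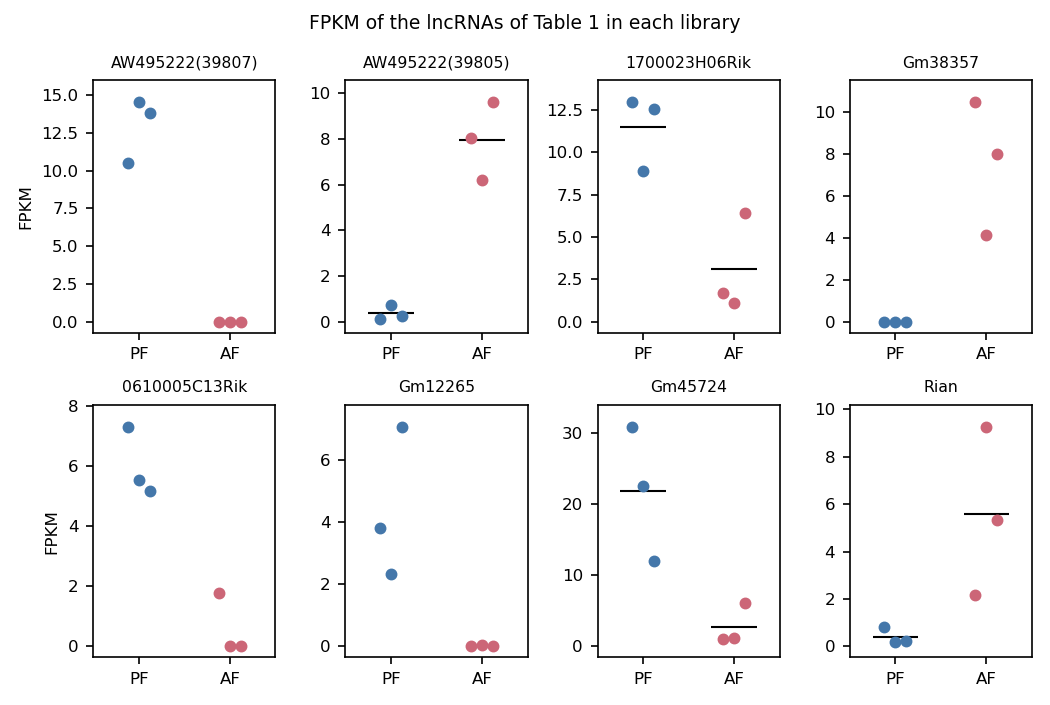
FPKM of the 8 lncRNAs of Table 1 in the 3 PF and 3 AF libraries, with 1 point per library and a line at the group mean where no library is at 0. The groups do not overlap in any panel, and AW495222(39807) is listed at 0 in every AF library.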

**FIGURE 2:**
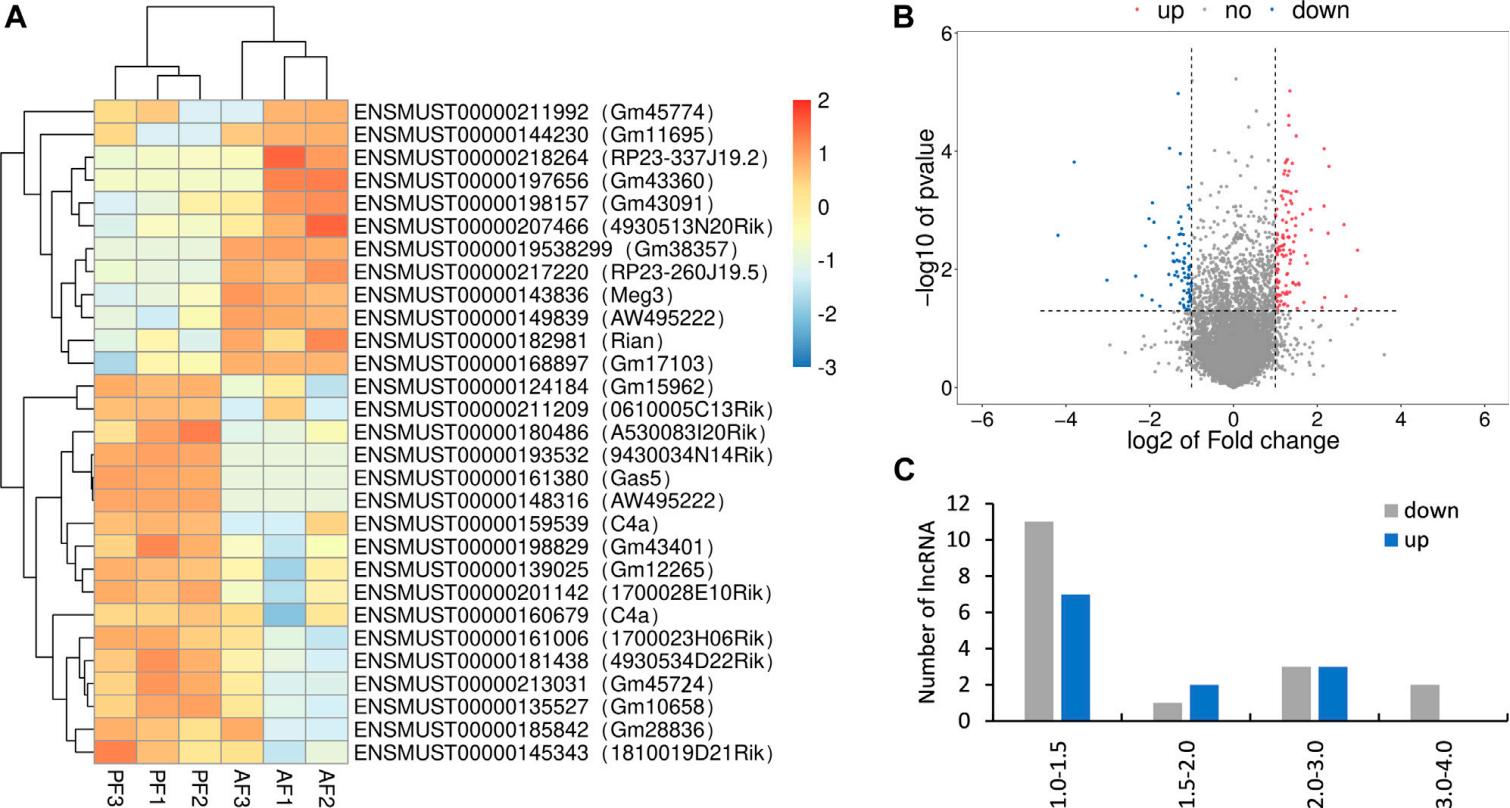
Overview of the RNA sequencing signatures. **(A)** Volcanic map of differentially expressed lncRNAs. **(B)** Hierarchical clustering of the differentially expressed lncRNAs. **(C)** Categories of the 29 differentially expressed lncRNAs.

**TABLE 1:** Top 8 differently expressed lncRNAs in ALD mice model.

lncRNA	*p*-value	Log_2_ of (FC)	Regulation	t_ID	chorm	Strand
mou_lnc_AW495222 (39807)	＜0.01	−3.8040	down	39807	Chr13	—
mou_lnc_AW495222 (39805)	＜0.01	2.6394	up	39805	Chr13	—
mou_lnc_1700023H06Rik	＜0.01	−2.1013	down	39407	chr13	—
mou_lnc_Gm38357	＜0.01	2.9613	up	84884	chr3	—
mou_lnc_0610005C13Rik	0.0276	−2.1850	down	128458	Chr7	—
mou_lnc_Gm12265	0.0131	−2.3356	down	23153	Chr11	—
mou_lnc_Gm45724	0.0153	−3.0207	down	143568	Chr8	—
mou_lnc_Rian	0.0442	2.1151	up	35221	Ch12	—

### Verification 5 Differentially Expressed lncRNAs via qRT-PCR

The differentially expressed lncRNAs were further verified by RT-PCR. Five of the selected lncRNAs in the AF group were maintained as the PF group. Among which, five (mmu_lnc_AW495222(39,807), mmu_lnc_1700023H06Rik, mmu_lnc_0610005C13Rik, mmu_lnc_Gm12265, and mmu_lnc_Gm45724) were consistent with the sequencing results, and two were reversed (mmu_lnc_Gm38357 and mmu_lnc_AW495222(39,805)) (Figure 3). Notably, mou_lnc_AW495222(39,807) and mou_lnc_Gm45724 demonstrated maximum inhibition both in RNA sequencing and PCR verification assays. 

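Among the 17 downregulated lncRNAs of Figure 2A, AW495222(39807) had the lowest coefficient on log2(FPKM + 1), -3.79 (standard error 0.23), followed by Gm45724 with -2.76 (standard error 0.49). Next came Gm12265 with -2.31 (standard error 0.35) and 0610005C13Rik with -2.31 (standard error 0.40), at distances from Gm45724 that are within these standard errors. Without AF replicate 1, 0610005C13Rik was lower than Gm45724 (-2.80 against -2.45). By the ratio of the group means, Gm12265, 0610005C13Rik, 1700028E10Rik and a C4a transcript, some of them at or near 0 in AF libraries, fell further than Gm45724, and AW495222(39807), 9430034N14Rik and Gas5 were listed at 0 in all AF libraries.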

The expression of mmu_lnc_Rian was not different in PF and AF groups. Altogether, about 5 lncRNAs were verified in RT-PCR.

**FIGURE 3:**
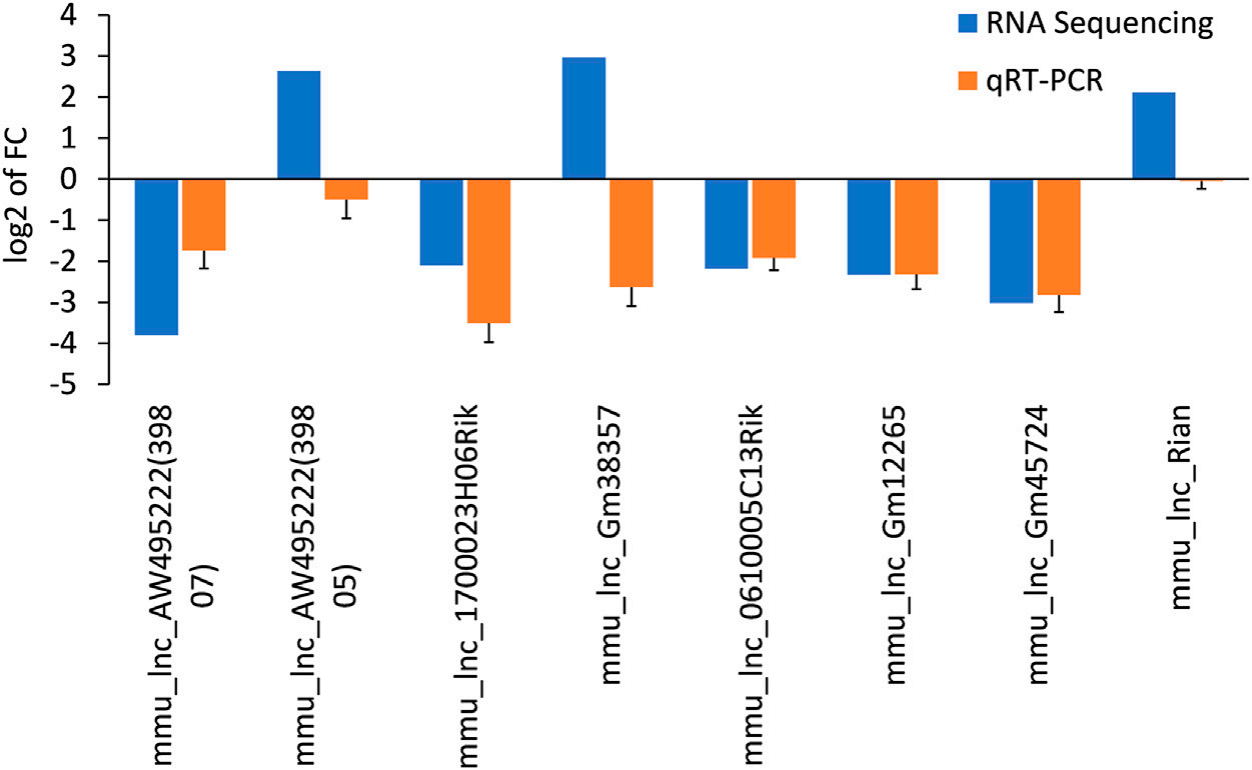
Comparison of the expression levels of twelve lncRNAs between RNA sequencing and qRT-PCR. Data are displayed as log_2_ transformed fold changes (log_2_ FC), and the negative value indicates the downregulated lncRNAs in the AF group, the level of bar column indicates the differential expression multiple of target lncRNA in PF and AF groups (*p*＜0.05).

### Functional Enrichment of Differentially Expressed Genes

Functions of the differentially expressed lncRNAs were separately determined using GO and KEGG enrichment analyses. The first ten pathways enriched from BP, CC, and MF terms were selected using GO analysis. 

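The gene table carries GO and KEGG terms for each entry, and the terms named in the text were counted over its tested genes. At the threshold of the methods, 527 of the 12268 tested genes (4.3%) were differentially expressed, 239 upregulated and 288 downregulated in AF. An unadjusted p under 0.05 was reached by 1433 genes, 11.7% of those tested, and 40 genes had an adjusted p under 0.05 (limma), 22 upregulated and 18 downregulated. The 40 became 25 without PF replicate 2 or without AF replicate 1, and 26 without PF replicate 3. When every gene with a value above 0 was tested, the number past the threshold rose to 1183, the highest count among the alternatives. The lowest was 203, with Ballgown's library-size covariate, no moderation and the coefficient as the fold change, a choice made after the data were seen. The rich factor here is the share of a term's tested genes that were differentially expressed, while the legend of the paper's enrichment figure names differentially expressed lncRNAs.
Steroid metabolic process had a rich factor of 0.189, with 10 of 53 genes, and glutathione metabolic process of 0.222, with 6 of 27 genes, all 6 upregulated. For oxidation-reduction process the rich factor was 0.099, with 48 of 483 genes, 32 upregulated and 16 downregulated. Lipid metabolic process had 16 of 251 genes (rich factor 0.064) and fatty acid metabolic process 4 of 97 (rich factor 0.041). Metabolic process had 14 of 277 genes (rich factor 0.051) and response to oxidative stress 3 of 86 (rich factor 0.035). By a one-sided Fisher's exact test against all tested genes, the adjusted p was 1.12e-07 for oxidation-reduction process, 0.00131 for glutathione metabolic process, 0.000122 for steroid metabolic process, 0.0968 for lipid metabolic process, 0.664 for fatty acid metabolic process, 0.352 for metabolic process and 0.755 for response to oxidative stress. As a set over all tested genes (camera from limma, adjusted over 21 terms), glutathione metabolic process was upregulated (adjusted p = 1.03e-06) and steroid metabolic process downregulated (adjusted p = 0.00525), with median log2 FCs of 0.55 and -0.22. With fry from limma, the adjusted p was 0.0112 for glutathione metabolic process and 0.219 for steroid metabolic process.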

The enriched BP term (Figure 4A) included metabolic processes of lipids, fatty acids, steroid hormones, and oxidation-related pathways with rich factors higher than 0.1. 

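Of the 16 tested genes of the epoxygenase P450 pathway, 10 were differentially expressed, 8 upregulated and 2 downregulated, which gave a rich factor of 0.625. The largest rise was that of Cyp2a4 (from 1.41 to 27.7 FPKM, log2 FC 4.30, adjusted p = 0.00817, limma), and the most abundant upregulated member was Cyp2c29 (from 49.6 to 463 FPKM, log2 FC 3.22, adjusted p = 0.0073, limma). Cyp2c67 (log2 FC -2.05) and Cyp2c69 (log2 FC -1.08) were downregulated. As a set the pathway was upregulated with an adjusted p of 4.97e-06 by limma's camera and 0.00353 by limma's fry. These P450 genes are paralogs of similar sequence, between which reads can be shared.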

The epoxygenase P450 pathway was ranked the first rich factor in the BP term. All the enriched CC terms had a high rich factor (>0.6) with the most significantly enriched pathway as intermediate density lipoprotein particle (Figure 4B). 

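The intermediate-density lipoprotein particle term had 2 tested genes, Apob and Apoc3, and 0 of them were differentially expressed; none had an unadjusted p under 0.05. Apob had 946 FPKM in PF and 890 FPKM in AF (log2 FC -0.09, standard error 0.16). The log2 FC of Apoc3 was -0.26, with an adjusted p of 0.95 from limma.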

The MF terms were enriched in oxidative metabolism enzymes, aromatase, and lyase activity as well as iron and heme binding (Figure 4C). Specifically, the rich factor of aromatase activity peaked near 0.6.

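Monooxygenase activity had 24 differentially expressed genes among 65 tested (rich factor 0.369), iron ion binding 28 among 87 (rich factor 0.322) and heme binding 25 among 85 (rich factor 0.294), with 19, 20 and 18 upregulated. Oxidoreductase activity had 44 among 402 (rich factor 0.109). Lyase activity had 6 among 88, a rich factor of 0.068 with an adjusted p of 0.216 by Fisher's exact test. Under limma's camera the first 3 terms were upregulated as sets, with adjusted p-values of 4.97e-06, 4.74e-05 and 3.06e-05, and oxidoreductase activity was not (adjusted p = 0.238, camera).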

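For aromatase activity, 9 of 18 tested genes were differentially expressed, a rich factor of 0.5. Of these, 7 were upregulated and 2, Cyp2u1 and Cyp4a12a, downregulated. The median log2 FC of the term was 0.76. Among the terms with at least 3 tested genes, only the epoxygenase P450 pathway had a higher rich factor. Aromatase activity had the higher of the 2 without PF replicate 2 (0.556 against 0.5) and without AF replicate 2 (0.611 against 0.562).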

**FIGURE 4:**
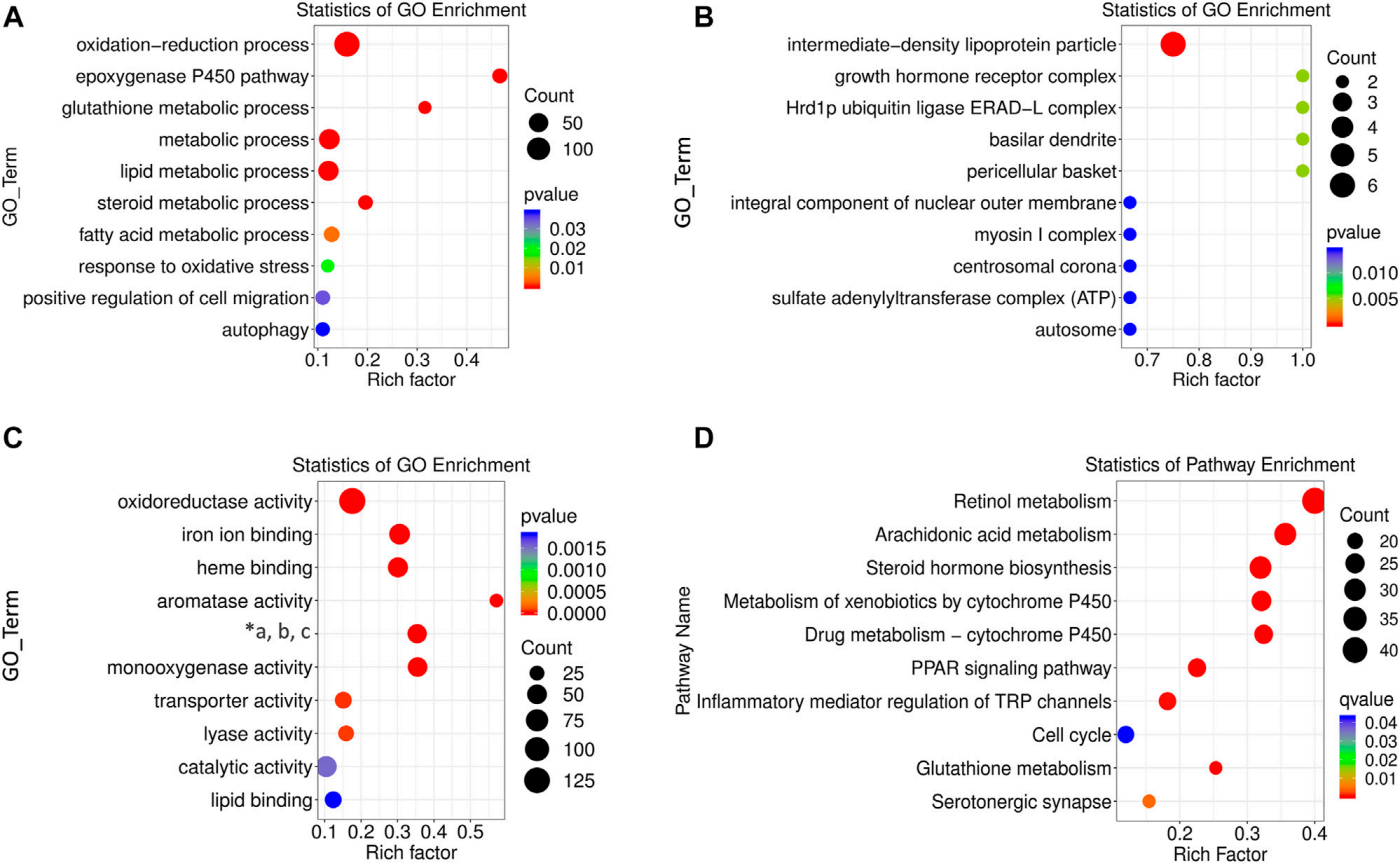
GO and KEGG enrichment analysis of differentially expressed lncRNAs. BP **(A)**, CC **(B)**, and MF **(C)** terms for enrichment (rich factor) of differentially expressed lncRNAs in GO analysis (“*a, b, c” refers to “oxidoreductase activity, acting on paired donors, and molecular oxygen, respectively.”) **(D)** KEGG pathways enriched by differentially expressed lncRNAs. The size of the circle represents S gene numbers. The color depth represents the statistical significance.

The potential pathogenesis of ALD was determined using KEGG enrichment analysis with a rich factor higher than 0.1. In total, ten pathways were enriched, seven of which had rich factors higher than 0.2. They were ranked as retinol metabolism, arachidonic acid metabolism, steroid hormone biosynthesis, metabolism of xenobiotics by cytochrome P450 (CYP450), drug metabolism by CYP450, peroxisome proliferators activated receptor (PPAR) signaling pathway, and glutathione metabolism (Figure 4D).

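In the 7 KEGG pathways named here, the rich factor was highest for arachidonic acid metabolism, 0.375 with 12 of 32 tested genes, followed by retinol metabolism, 0.311 with 14 of 45 genes. Steroid hormone biosynthesis and metabolism of xenobiotics by cytochrome P450 each had 10 of 34 genes (rich factor 0.294), and drug metabolism by cytochrome P450 had 10 of 36 (rich factor 0.278). PPAR signaling pathway had 8 of 49 genes (rich factor 0.163), of which 6 were downregulated, and glutathione metabolism 5 of 34 (rich factor 0.147). By Fisher's exact test the adjusted p ranged from 1.32e-08 for retinol and arachidonic acid metabolism to 0.0195 for glutathione metabolism. The order changed without AF replicate 2, where steroid hormone biosynthesis was highest (0.4), and with all genes above 0, where metabolism of xenobiotics by cytochrome P450 was (0.283). The pathways share members, since most hold P450 genes.
Across all 21 terms with at least 3 tested genes, limma's camera with a preset correlation gave 14 with an adjusted p under 0.05, 13 upregulated and 1 downregulated, among them 6 of these 7 pathways. With limma's fry, 13 terms had an adjusted p under 0.05, including PPAR signaling pathway (adjusted p = 0.00871) and not steroid metabolic process or response to oxidative stress. With the correlation estimated for each set in limma, 0 terms did and 11 had an unadjusted p under 0.05, and the lowest adjusted p was 0.05, for retinol metabolism (unadjusted p = 0.00286) and aromatase activity (unadjusted p = 0.00476). In its discussion, the paper states that alcohol intake acts on RNAs that take part in the degradation of xenobiotics and drugs.

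**Figure D2:**
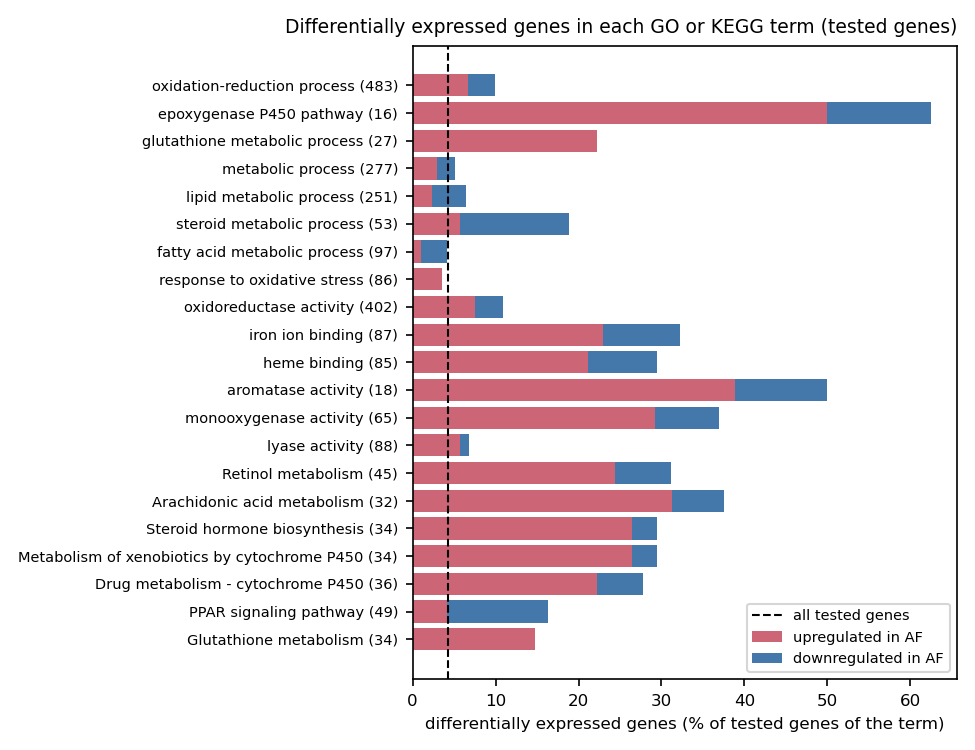
Share of the tested genes of each GO or KEGG term that were upregulated or downregulated in AF against PF, in percent, with the number of tested genes in parentheses and a dashed line at the share among all tested genes (4.3%). The epoxygenase P450 pathway (62.5%) and aromatase activity (50%) have the highest shares.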

The ceRNA interaction network of 5 differentially expressed lncRNAs.

The ceRNA network represents a novel regulatory mechanism among lncRNA, miRNA, and mRNA. We chose the top five significantly downregulated lncRNAs (mou_lnc_0610005C13Rik, mou_lnc_1700023H06Rik, mou _ lnc _ Gm12265, mou _ lnc _ AW495222(39,807), and mou_lnc_Gm45724) to construct the ceRNA network. 

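The log2 FC of 1700023H06Rik lay between -2.05 and -1.50 when any library other than AF replicate 3 was left out. For Gm45724 the log2 FC ranged from -4.31 without AF replicate 3 to -2.59 without AF replicate 1. On log2(FPKM + 1), the coefficients of the 5 lncRNAs ran from -1.82 for 1700023H06Rik, the smallest decrease, to that of AW495222(39807), the largest. Without AF replicate 3 that of 1700023H06Rik was -2.36, past 0610005C13Rik and Gm12265, and with a library-size covariate it was -2.24, past 0610005C13Rik.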

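The transcripts of Table S4 were matched by their identifiers to the gene table, which gives 1 level per gene, so that the changes below are those of genes and not of single mRNA transcripts. The 25 transcripts fell on 22 gene entries, of which 5 hold transcripts of at least 2 protein-coding genes. In 21 of the 22 entries the AF mean was lower than the PF mean. The threshold was passed by 12 entries, all downregulated, while 10 changed by less than 1 on the log2 scale. Adjusted over all genes, 6 entries had a p under 0.05 (limma), and 13 had one when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. PF and AF did not overlap in 12 entries, against 10% by chance.
The lowest log2 FCs with values above 0 in all libraries were those of Elovl3 (-3.80, adjusted p = 0.0073, limma), Cyp4a12b (-3.56, adjusted p = 0.0283, limma) and Cyp4a12a (-3.13, adjusted p = 0.0999, limma). Hist1h2bg had 10.9, 9.37 and 9.33 FPKM in PF and was listed at 0 in all AF libraries; as a gene of 1 exon it belongs to the kind that was often listed near 0 in single libraries. Apon had 3.00 and 4.23 FPKM in 2 AF libraries and 74.0 FPKM in AF replicate 3, against 73.6 to 115 FPKM in PF. Akt2 had 12.4 ± 0.298 FPKM in PF and 12.2 ± 1.21 FPKM in AF (SD, n = 3 libraries each). With 1 library left out, between 9 and 14 of the 22 entries passed the threshold. The entry of Mup1 lost the call in 5 of the 6 fits that each left out 1 library, and Apon and Pgrmc2 lost it in 4. Acat2, Slc38a6 and Slc22a28 gained it without AF replicate 3, and Slc22a28 also without PF replicate 3.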

The complex networks were further modified according to our whole transcriptome sequencing analysis data comprising thirty upregulated miRNAs and twenty-five downregulated mRNAs (Supplementary Table S4). Finally, the five aforementioned lncRNAs targeted eight miRNAs and eleven mRNAs (Figure 5A), ten miRNAs and eleven mRNAs (Figure 5B), five miRNAs and four mRNAs (Figure 5C), four miRNAs and seven mRNAs (Figure 5D), and five miRNAs and eight mRNAs (Figure 5E), respectively.

**FIGURE 5:**
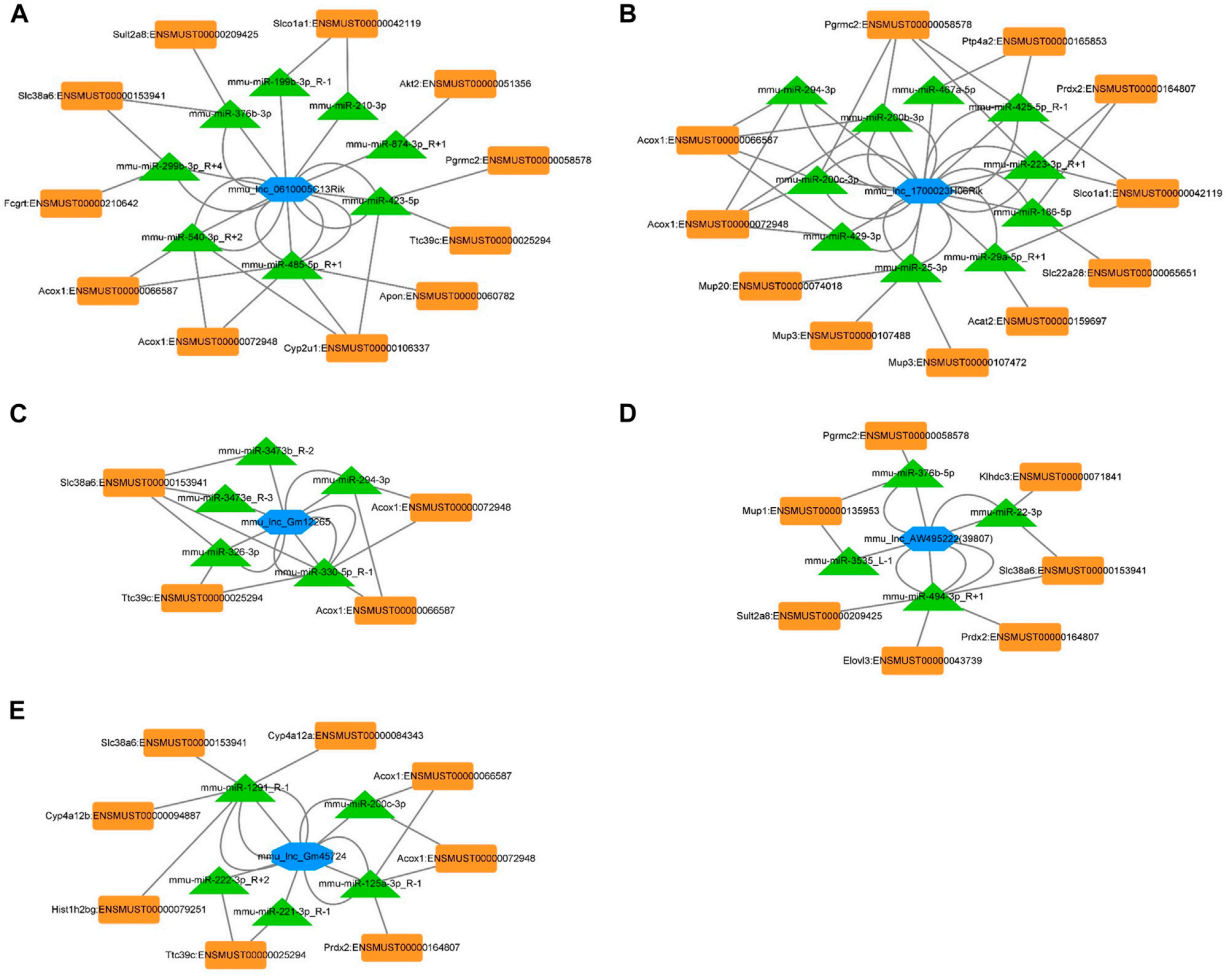
ceRNA networks of mou_lnc_0610005C13Rik, mou_lnc_1700023H06Rik, mou _ lnc _ Gm12265, mou _ lnc _ AW495222(39,807), and mou_lnc_Gm45724. Blue hexagon represents the five lncRNAs. The green triangles and orange quadrilaterals represent differentially expressed miRNA and mRNA, respectively.

Verification on lnc_1700023H06Rik ceRNA network in both *in vivo* and *in vitro* model.

The mRNAs linked to the most downregulated lncRNA (lnc_1700023H06Rik) were verified in mouse liver and *in vitro* hepatocyte by RT-PCR. 

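In the sequenced livers, the gene entry that holds Mup3 and Mup20 together fell from 2544 ± 376 FPKM in PF to 405 ± 135 FPKM in AF (SD, n = 3 libraries each), a log2 FC of -2.65 (adjusted p = 0.0211, limma). Slco1a1 fell from 45.5 ± 9.74 to 11.0 ± 5.70 FPKM (SD, n = 3 libraries each), a log2 FC of -2.04 with an adjusted p of 0.114 from limma. Pgrmc2 had 16.0, 10.1 and 17.0 FPKM in PF and 1.27, 1.38 and 11.2 FPKM in AF, so that AF replicate 3 lay within the PF range; the log2 FC was -1.64, and -3.44 without that library. The unadjusted p of 0.0249 (limma) for Pgrmc2 lay between 0.0655 and 0.0852 without PF replicate 1, PF replicate 3, AF replicate 1 or AF replicate 2. Acat2, in an entry that also holds Acat3 and Mrpl18, fell from 15.4 ± 1.89 to 8.54 ± 3.21 FPKM (SD, n = 3 libraries each), a log2 FC of -0.85 with an adjusted p of 0.313 from limma, and without AF replicate 3 it was -1.17 and past the threshold. The log2 FC of Slc22a28 was -0.94, with PF replicate 3 (5.55 FPKM) within the AF range of 4.64 to 5.96 FPKM, and it was -1.22 without PF replicate 3, past the threshold. PF and AF did not overlap for Mup3 with Mup20, Slco1a1 and Acat2 (exact permutation test, two-sided, p = 0.1), and they overlapped for Pgrmc2 and Slc22a28.

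**Figure D3:**
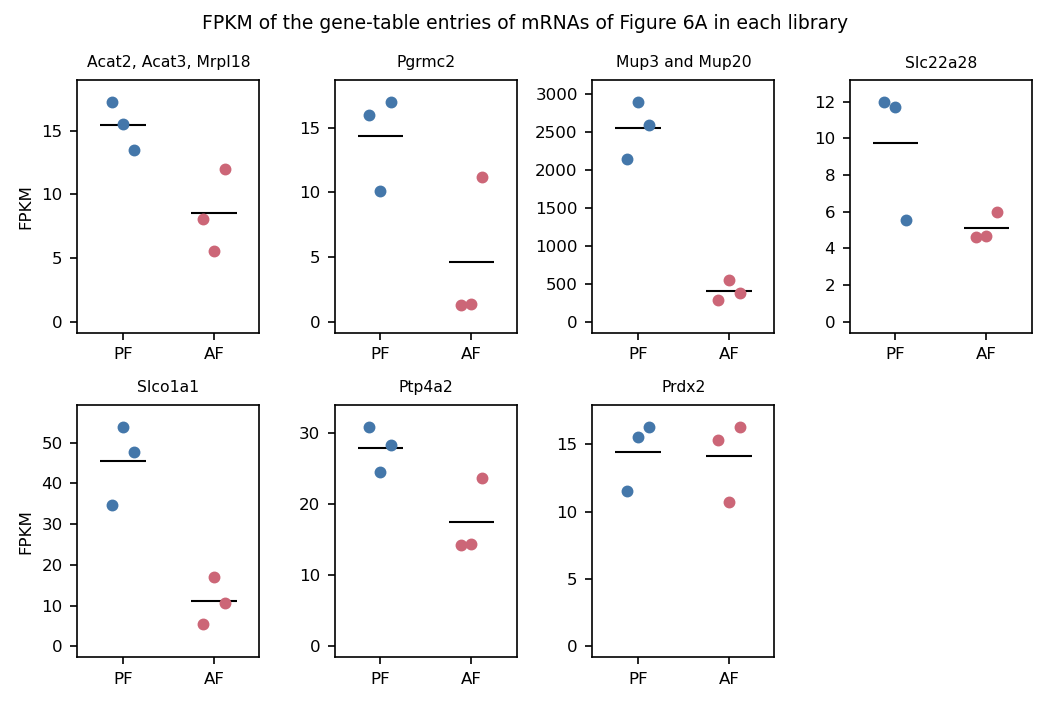
FPKM of the gene entries of mRNAs of Figure 6A in the 3 PF and 3 AF libraries, with 1 point per library and a line at the group mean. All 3 AF libraries lie under the PF libraries for Acat2, Mup3 with Mup20, Slco1a1 and Ptp4a2, and AF replicate 3 reaches the PF level for Pgrmc2.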

The expressions of Acat2 (ENSMUST00000159697), Pgrmc2 (ENSMUST00000058578), Acox1 (ENSMUST000000666587), Acox1 (ENSMUST00000072948), Mup3 (ENSMUST0000007488), Mup3 (ENSMUST 0000007472), Mup20 (ENSMUST00000074018), Slc22a28 (ENSMUST00000065651) and Slco1a1 (ENSMUST00000042119) were down-regulated in the AF group, which was consistent with the sequencing results (Supplementary Table S4). The mRNA level of Ptp4a2 (ENSMUST 00000165853) was upregulated and Prdx2 (ENSMUST00000164807) was not changed in AF groups (Figure 6A). 

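By sequencing, Ptp4a2 had 27.9 ± 3.19 FPKM in PF and 17.4 ± 5.38 FPKM in AF (SD, n = 3 libraries each), a log2 FC of -0.68 with an adjusted p of 0.337 from limma. All 3 AF libraries lay under all PF libraries. Prdx2 had 14.4 ± 2.56 FPKM in PF and 14.1 ± 2.97 FPKM in AF (SD, n = 3 libraries each), a difference smaller than the spread between libraries.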

The transcription level of Acat2 and Pgrmc2 was further corroborated in ethanol-treated AML-12 cells (Figure 6B,C). Knocking down lnc_1700023H06Rik (Figure 6D) revealed downregulation of both Acat2 and Pgrmc2 in AML-12 cells (Figure 6E,F), which was consistent with that in mice model.

**FIGURE 6:**
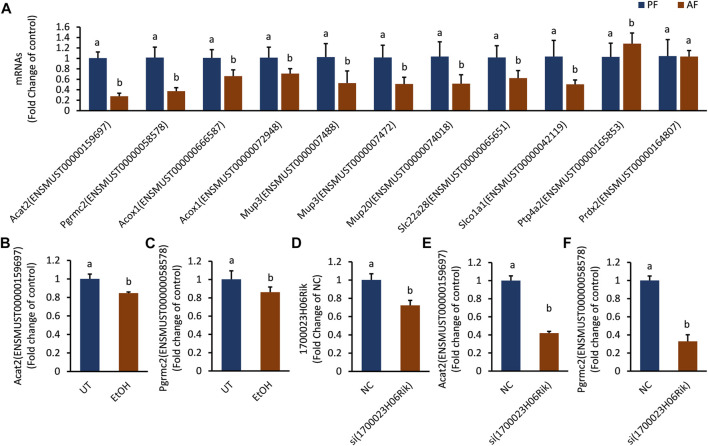
The expression trend of mRNAs corresponding to lnc_1700023H06Rik. **(A)** The expression trends of 11 mRNAs in mouse liver tissues. **(B,C)** Expression of Acat2, Pgrmc2 in ethanol-treated AML-12 cells. **(D)** 1700023H06Rik expression in AML-12 cells by siRNA. **(E,F)** Expression of Acat2 and Pgrmc2 after knocking down lnc_1700023H06Rik.

### Interference lnc_1700023H06Rik Resulted in Triglyceride Accumulation and Cell Damage

The biological function of lnc_170023H06Rik was further investigated in AML-12 cells. In line with the PCR and RNA-seq analysis, lnc_170023H06Rik was down-regulated in AML-12 cells after exposure to alcohol (Figure 7A). Depletion lnc_170023H06Rik was accompanied with apparent TG accumulation and LDH leakage in AML12 cells, which was consistent with that of ethanol treatment (Figure 7B,C).

**FIGURE 7:**
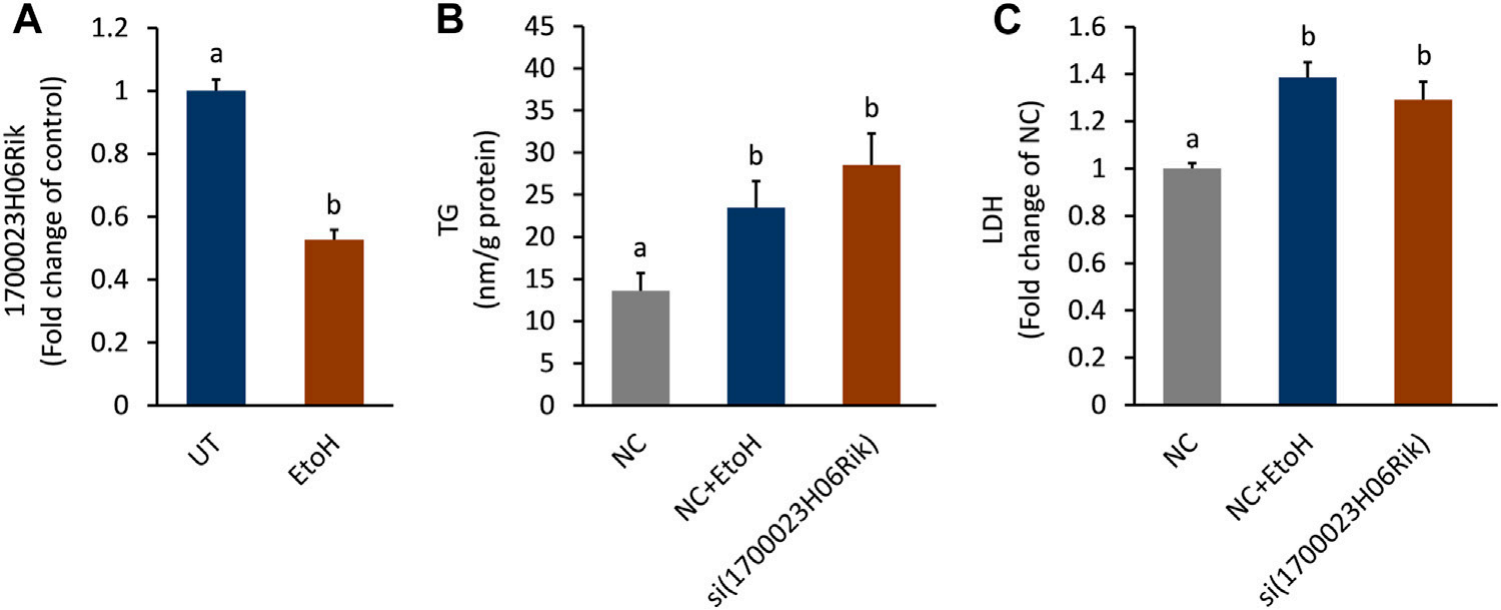
Effect of lnc_1700023H06Rik on triglyceride accumulation and cell damage. **(A)** Expression of lnc_1700023H06Rik in ethanol-treated AML-12 cells. **(B)** TG accumulation in AML-12 cells after knocking down lnc_1700023H06Rik. **(C)** LDH leakage in AML-12 cells after knocking down lnc_1700023H06Rik.

## Discussion

In recent decades, many studies have been conducted to determine the pathology of ALD. Recently, the cardinal role of lncRNAs in ALD has been recognized. A few lncRNAs have been identified as biomarkers for predicting survival in patients with alcoholic cirrhosis (Yang et al., 2017). For the first time, we prioritized and confirmed eight new lncRNAs that may be involved in the pathological of ALD. Furthermore, we established the top five lncRNA-modulated networks based on the results of whole transcriptome sequencing.

Based on the co-expressed mRNAs functions of differentially expressed lncRNAs could be mainly ascribed to the following categories: oxidative stress, lipid metabolism and inflammatory reactions. According to the KEGG enrichment analysis, we determined the metabolism of xenobiotics by CYP450, drug metabolism by CYP450, retinol metabolism, and arachidonic acid metabolism as the most enriched pathways. 

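Of the 56 tested genes of the cytochrome P450 family, 26 were differentially expressed between AF and PF, 20 upregulated and 6 downregulated, and the median log2 FC was 0.60 (0.61 with every library scaled to the same median). Adjusted over the list alone, 31 of them had a p under 0.05, and 11 when adjusted over all genes (limma). Cyp2b10 rose from 1.28 ± 1.78 to 196 ± 63.3 FPKM (SD, n = 3 libraries each), a log2 FC of 7.26 with an adjusted p of 0.0073 from limma. Cyp2a5 had 153, 162 and 189 FPKM in PF and 1414, 1337 and 1298 FPKM in AF (log2 FC 3.01, adjusted p = 0.00215, limma). Cyp2e1, the most abundant member, had 3326 ± 370 FPKM in PF and 2880 ± 232 FPKM in AF (SD, n = 3 libraries each), a log2 FC of -0.21 with an adjusted p of 0.722 from limma. Of 17 glutathione S-transferase genes 6 were upregulated and 0 downregulated, with 12 of 17 higher in AF.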

Consistent with our present and previous findings, alcohol intake triggers RNAs involved in xenobiotic and drug biodegradation pathways (Dou et al., 2020). CYP450 is crucial for chemical metabolism. Alcohol-related hepatic oxidative stress is caused by ethanol oxidation by its superfamily CYP2E1, which ultimately promotes the development of ALD (Lu et al., 2018). Normally, the liver would exert anti-oxidative and anti-inflammatory processes by converting arachidonic acid into biologically active cyclic trienoic acid through arachidonic acid epoxygenase (Wells et al., 2016). However, CYP450 activation induces arachidonic acid hydroxylation and epoxidation, which partially lead to oxidative stress and liver peroxidation after alcohol intake (Seitz and Mueller, 2019). Additionally, alcohol can cause the decrease of retinol content in liver, and activation CYP2E1 is the main reason for this effect (Clugston et al., 2015). Results from the KEGG analysis were consistent with those of the GO analysis, as the most enriched CC, BF, and MF terms were occupied by lipid and alcoholic metabolism.

Although the functions of lncRNAs have not been fully recognized, the interacting with miRNAs and mRNAs from the ceRNA network enable the understanding of the pathological roles of lncRNAs in ALD. As mentioned above, the initial pathological feature of ALD is hepatic steatosis, that is, ALD is closely related to lipid metabolism. This study found that lnc_0610005c13Rik-miR540, lnc_Gm45724-miR200c-3p, lnc_1700023H06Rik-miR294-3p, miR200c-3p, miR200b-3p, lnc_12,265-miR294-3p, and -miR 330-5p regulated the mRNA of Acox1, the first enzyme in fatty acid oxidation. Moreover, induction of miR540 inhibited the proteins involved in fatty acid oxidation, such as Acox1, PPAR⍺, and cpt1⍺, in ALR-L-knockout mice (Kumar et al., 2019). And the expression of Acox1 was down-regulated in alcohol-treated mice with increased lipid accumulation in the mouse liver (Sun et al., 2016). Thus, mitigating these lncRNAs remarkably blocked the activities of enzymes involved in fatty acid oxidation, leading to lipid accumulation. These predictions were further verified in lnc_1700023H06Rik. Both lnc_1700023H06Rik and its related mRNAs, especially Acat2 and Pgrmc2 were downregulated in ALD mice and alcohol-treated cells. Genetic depletion of Acat2 and Pgrmc2 leads to excessive deposition of free fatty acid *in vivo*, and lipid metabolic dysfunction (Wang et al., 2017; Galmozzi et al., 2019). Ectopic Lipid accumulation and the consequence of lipotoxicity is the hallmark for liver injury in alcohol feeding mice (Alpini, 2019). Our study *in vitro* confirmed the blunted lnc_1700023H06Rik tightly contributed to lipid accumulation and cell injury when response to alcohol treatment.

Besides lipid deposition, oxidative stress and inflammation are two pathological factors in ALD. The mRNAs including Prdx2, slc38a6, and sult2a8, engaging in the network of lnc_1700023H06Rik-miR223-3p and lnc_AW49522-miR494-3p are responsible for the anti-oxidative and glutamate transportation pathways (Chan et al., 2016; Shimohira et al., 2018; Wang et al., 2020). Diminishing Prdx2 in hepatocyte of alcohol-treated mice endows lipid deposition (Han et al., 2020). Thus, attenuation of both lnc_1700023H06Rik and lnc_AW49522 in ALD mice indicated the deterioration of anti-oxidative system and lipid metabolism. Additionally, downregulation of lnc_Gm12265, lnc_Gm45724 and lnc_1700023H06Rik may involve in inflammation signaling. Activation of miR326 by inhibition the expression of lnc_Gm12265 may promoted hepatic inflammation as miR326 participates in the secretion of inflammation cytokines via TLR4/myD88/NFκB signaling (Liao et al., 2019). In contrast, miR223-3p, an emerging negative regulator of NLRP3 inflammation and inactivator of hematopoietic stem cells (Jimenez Calvente et al., 2020), was also triggered in the ALD mouse model through the downregulation of lnc_Gm45724 or lnc_1700023H06Rik. Thus, we posited that miR223-3p may participated in ALD given that NLRP3 is responsible for innate immunity during acute liver injury (Huang et al., 2013). The mRNA of Akt2, engaging in the network of lnc_0610005C13Rik, may also contribute to the inflammation status in ALD mice since inhibition on Akt2 attenuated the transcription of inflammation cytokine under alcohol challenge (Reyes-Gordillo et al., 2019).

The limitation of this study lies in the low sequence alignment between mice lncRNAs and the whole human genome via the sequence homological alignment. Most of lncRNAs that identified by our studies cannot be successfully paired in the sequences of humans. Only mmu _ lnc _ 170023H06Rik has a high homology between mice and human (ARRDC3-AS1, 89.58%, 600 bases, Supplementary Table S5). About 20 to 30 bases of mmu_lnc_Rian in mice has a full homology with human lncRNAs (LINC02315, LINC02307). Unexpectedly, none of the compared three human lncRNAs (ARRDC3-AS1, LINC02315, LINC02307) has been reported to be related to ALD. Despite this limitation, our study still sets the stage for further investigation on ALD development because the pathological mechanism of ALD in human is still in its infant stage.

In conclusion, the present study identified five lncRNAs functioning as anti-inflammation, anti-oxidation, and lipid metabolism in ALD mice model. Combination ceRNA network with miRNAs and mRNAs sequencing data, we got five ceRNA networks. Taken the most downregulated lncRNA as an example, we, for the first time, verified lnc_1700023H06Rik is tightly related to lipotoxicity in ALD mice model. However, the exact activities of the identified lncRNAs and the proposed pathways still need verification. Despite this limitation, our study highlights the identified lncRNAs as key factors responsible for ALD pathogenesis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE179648; https://www.ncbi.nlm.nih.gov/geo/, GSE175804.

## References

[B1] AlpiniG. (2019). Sphingosine Lipid Signaling in Alcoholic Liver Injury. Dig. Liver Dis. 51 (8), 1164–1165. 10.1016/j.dld.2019.04.002 31031176

[B3] BeierJ. I.ArteelG. E. (2010). Ethanol-Induced Hepatotoxicity. Compr. toxicologe 9, 421–435. 10.1016/B978-0-12-801238-3.95666-610.1016/b978-0-08-046884-6.01017-4

[B4] ChanK.BusqueS. M.SailerM.StoegerC.BröerS.DanielH. (2016). Loss of Function Mutation of the Slc38a3 Glutamine Transporter Reveals its Critical Role for Amino Acid Metabolism in the Liver, Brain, and Kidney. Pflugers Arch. 468 (2), 213–227. 10.1007/s00424-015-1742-0 26490457

[B5] ClugstonR. D.HuangL. S.BlanerW. S. (2015). Chronic Alcohol Consumption Has a Biphasic Effect on Hepatic Retinoid Loss. FASEB J. 29 (9), 3654–3667. 10.1096/fj.14-266296 25985802PMC4550375

[B6] DingL.WoL.DuZ.TangL.SongZ.DouX. (2017). Danshen Protects against Early-Stage Alcoholic Liver Disease in Mice via Inducing PPARα Activation and Subsequent 4-HNE Degradation. PloS one 12 (10), e0186357. 10.1371/journal.pone.0186357 29020055PMC5636149

[B7] DouX.FengL.YingN.DingQ.SongQ.JiangF. (2020). RNA Sequencing Reveals a Comprehensive Circular RNA Expression Profile in a Mouse Model of Alcoholic Liver Disease. Alcohol. Clin. Exp. Res. 44 (2), 415–422. 10.1111/acer.14265 31840820

[B8] FrazeeA. C.PerteaG.JaffeA. E.LangmeadB.SalzbergS. L.LeekJ. T. (2015). Ballgown Bridges the gap between Transcriptome Assembly and Expression Analysis. Nat. Biotechnol. 33 (3), 243–246. 10.1038/nbt.3172 25748911PMC4792117

[B9] GalmozziA.KokB. P.KimA. S.Montenegro-BurkeJ. R.LeeJ. Y.SpreaficoR. (2019). PGRMC2 Is an Intracellular Haem Chaperone Critical for Adipocyte Function. Nature 576 (7785), 138–142. 10.1038/s41586-019-1774-2 31748741PMC6895438

[B10] HanY. H.LiW. L.JinM. H.JinY. H.ZhangY. Q.KongL. Z. (2020). Peroxiredoxin II Inhibits Alcohol-Induced Apoptosis in L02 Hepatocytes through AKT/β-Catenin Signaling Pathway. Anticancer Res. 40 (8), 4491–4504. 10.21873/anticanres.14454 32727779

[B11] HuangH.ChenH. W.EvankovichJ.YanW.RosboroughB. R.NaceG. W. (2013). Histones Activate the NLRP3 Inflammasome in Kupffer Cells during Sterile Inflammatory Liver Injury. J. Immunol. 191, 2665–2679. 10.4049/jimmunol.1202733 23904166PMC3777242

[B12] Jimenez CalventeC.Del PilarH.TamedaM.JohnsonC. D.FeldsteinA. E. (2020). Del Pilar H.MicroRNA 223 3p Negatively Regulates the NLRP3 Inflammasome in Acute and Chronic Liver Injury. Mol. Ther. 28 (2), 653–663. 10.1016/j.ymthe.2019.09.013 31585800PMC7000998

[B13] KongL.ZhangY.YeZ.-Q.LiuX.-Q.ZhaoS.-Q.WeiL. (2007). CPC: Assess the Protein-Coding Potential of Transcripts Using Sequence Features and Support Vector Machine. Nucleic Acids Res. 35, W345–W349. 10.1093/nar/gkm391 17631615PMC1933232

[B14] KumarS.RaniR.KarnsR.GandhiC. R. (2019). Augmenter of Liver Regeneration Protein Deficiency Promotes Hepatic Steatosis by Inducing Oxidative Stress and microRNA-540 Expression. FASEB J. 33 (3), 3825–3840. 10.1096/fj.201802015R 30540918PMC6404588

[B15] LiS.LiJ.ShenC.ZhangX.SunS.ChoM. (2014). tert-Butylhydroquinone (tBHQ) Protects Hepatocytes against Lipotoxicity via Inducing Autophagy Independently of Nrf2 Activation. Biochim. Biophys. Acta 1841 (1), 22–33. 10.1016/j.bbalip.2013.09.004 24055888PMC3884638

[B16] LiangpunsakulS.HaberP.McCaughanG. W. (2016). Alcoholic Liver Disease in Asia, Europe, and North America. Gastroenterology 150 (8), 1786–1797. 10.1053/j.gastro.2016.02.043 26924091PMC4887319

[B17] LiaoX.ZhanW.TianT.YuL.LiR.YangQ. (2019). MicroRNA‐326 Attenuates Hepatic Stellate Cell Activation and Liver Fibrosis by Inhibiting TLR4 Signaling. J. Cell Biochem 121, 3794–3803. 10.1002/jcb.29520 31692098

[B18] LiuS.XieX.LeiH.ZouB.XieL. (2019). Identification of Key circRNAs/lncRNAs/miRNAs/mRNAs and Pathways in Preeclampsia Using Bioinformatics Analysis. Med. Sci. Monit. 25, 1679–1693. 10.12659/MSM.912801 30833538PMC6413561

[B19] LuY.CederbaumA. I. (2018). Cytochrome P450s and Alcoholic Liver Disease. Curr. Pharm. Des. 24 (14), 1502–1517. 10.2174/1381612824666180410091511 29637855PMC6053342

[B20] LvY.SoK. F.XiaoJ. (2020). Liver Regeneration and Alcoholic Liver Disease. Ann. Transl Med. 8 (8), 567. 10.21037/atm.2020.02.168 32775368PMC7347779

[B21] MaY.ChaiH.DingQ.QianQ.YanZ.DingB. (2019). Hepatic SIRT3 Upregulation in Response to Chronic Alcohol Consumption Contributes to Alcoholic Liver Disease in Mice. Front. Physiol. 10, 1042. 10.3389/fphys.2019.01042 31474877PMC6707764

[B22] PengW. X.KoiralaP.MoY. Y. (2017). LncRNA-mediated Regulation of Cell Signaling in Cancer. Oncogene 36 (41), 5661–5667. 10.1038/onc.2017.184 28604750PMC6450570

[B23] PerteaM.PerteaG. M.AntonescuC. M.ChangT. C.MendellJ. T.SalzbergS. L. (2015). StringTie Enables Improved Reconstruction of a Transcriptome from RNA-Seq Reads. Nat. Biotechnol. 33 (3), 290–295. 10.1038/nbt.3122 25690850PMC4643835

[B24] PuntaM.CoggillP. C.EberhardtR. Y.MistryJ.TateJ.BoursnellC. (2012). The Pfam Protein Families Database. Nucleic Acids Res. 40, D290–D301. 10.1093/nar/gkr1065 22127870PMC3245129

[B25] RehmJ.SamokhvalovA. V.ShieldK. D. (2013). Global burden of Alcoholic Liver Diseases. J. Hepatol. 59 (1), 160–168. 10.1016/j.jhep.2013.03.007 23511777

[B26] Reyes-GordilloK.ShahR.Arellanes-RobledoJ.ChengY.IbrahimJ.TumaP. L. (2019). Akt1 and Akt2 Isoforms Play Distinct Roles in Regulating the Development of Inflammation and Fibrosis Associated with Alcoholic Liver Disease. Cells 8 (11), 1337. 10.3390/cells8111337 PMC691249731671832

[B27] SeitzH. K.MuellerS. (2019). The Role of Cytochrom P4502E1 in Alcoholic Liver Disease and Alcohol Mediated Carcinogenesis. Z. Gastroenterol. 57 (1), 37–45. 10.1055/a-0784-8815 30641601

[B28] ShieldK.MantheyJ.RylettM.ProbstC.WettlauferA.ParryC. D. H. (2020). National, Regional, and Global Burdens of Disease from 2000 to 2016 Attributable to Alcohol Use: a Comparative Risk Assessment Study. Lancet Public Health 5 (1), e51–e61. 10.1016/S2468-2667(19)30231-2 31910980

[B29] ShimohiraT.KurogiK.LiuM. C.SuikoM.SakakibaraY. (2018). The Critical Role of His48 in Mouse Cytosolic Sulfotransferase SULT2A8 for the 7α-Hydroxyl Sulfation of Bile Acids. Biosci. Biotechnol. Biochem. 82 (8), 1359–1365. 10.1080/09168451.2018.1464897 29685090

[B30] SunL.LuoH.BuD.ZhaoG.YuK.ZhangC. (2013). Utilizing Sequence Intrinsic Composition to Classify Protein-Coding and Long Non-coding Transcripts. Nucleic Acids Res. 41 (17), e166. 10.1093/nar/gkt646 23892401PMC3783192

[B31] SunQ.ZhangW.ZhongW.SunX.ZhouZ. (2016). Dietary Fisetin Supplementation Protects against Alcohol-Induced Liver Injury in Mice. Alcohol. Clin. Exp. Res. 40 (10), 2076–2084. 10.1111/acer.13172 27575873PMC5742867

[B32] WangQ.LiM.ShenZ.BuF.YuH.PanX. (2018). The Long Non-coding RNA MEG3/miR-Let-7c-5p Axis Regulates Ethanol-Induced Hepatic Steatosis and Apoptosis by Targeting NLRC5. Front. Pharmacol. 9, 302. 10.3389/fphar.2018.00302 29692724PMC5902529

[B33] WangS.ChenZ.ZhuS.LuH.PengD.SouttoM. (2020). PRDX2 Protects against Oxidative Stress Induced by *H. pylori* and Promotes Resistance to Cisplatin in Gastric Cancer. Redox Biol. 28, 101319. 10.1016/j.redox.2019.101319 31536951PMC6811995

[B34] WangY. J.BianY.LuoJ.LuM.XiongY.GuoS. Y. (2017). Cholesterol and Fatty Acids Regulate Cysteine Ubiquitylation of ACAT2 through Competitive Oxidation. Nat. Cell Biol 19 (7), 808–819. 10.1038/ncb3551 28604676PMC5518634

[B35] WellsM. A.VendrovK. C.EdinM. L.FerslewB. C.ZhaW.NguyenB. K. (2016). Characterization of the Cytochrome P450 Epoxyeicosanoid Pathway in Non-alcoholic Steatohepatitis. Prostaglandins Other Lipid Mediat 125, 19–29. 10.1016/j.prostaglandins.2016.07.002 27401401PMC5035202

[B36] YangZ.RossR. A.ZhaoS.TuW.LiangpunsakulS.WangL. (2017). LncRNA AK054921 and AK128652 Are Potential Serum Biomarkers and Predictors of Patient Survival with Alcoholic Cirrhosis. Hepatol. Commun. 1 (6), 513–523. 10.1002/hep4.1061 29104954PMC5665385

[B37] YeJ.LinY.YuY.SunD. (2020). LncRNA NEAT1/microRNA-129-5p/SOCS2 axis Regulates Liver Fibrosis in Alcoholic Steatohepatitis. J. Transl Med. 18 (1), 445. 10.1186/s12967-020-02577-5 33228663PMC7686721

[B38] ZhangY.XuY.FengL.LiF.SunZ.WuT. (2016). Comprehensive Characterization of lncRNA-mRNA Related ceRNA Network across 12 Major Cancers. Oncotarget 7 (39), 64148–64167. 10.18632/oncotarget.11637 27580177PMC5325432

[B39] ZhaoY.WangH.WuC.YanM.WuH.WangJ. (2018). Construction and Investigation of lncRNA-Associated ceRNA Regulatory Network in Papillary Thyroid Cancer. Oncol. Rep. 39 (3), 1197–1206. 10.3892/or.2018.6207 29328463PMC5802034

[B40] ZhouB.YuanW.LiX. (2018). LncRNA Gm5091 Alleviates Alcoholic Hepatic Fibrosis by Sponging miR-27b/23b/24 in Mice. Cell Biol Int 42 (10), 1330–1339. 10.1002/cbin.11021 29935035

# Supplementary material for: Comprehensive Analysis of the Expression Profiles of Hepatic lncRNAs in the Mouse Model of Alcoholic Liver Disease
**Source:** Front Pharmacol. 2021 Jul 29;12:709287. doi: 10.3389/fphar.2021.709287
**Supplement:** Supplementary file 1

**Comprehensive analysis of the expression profiles of hepatic lncRNAs in the mouse model of alcoholic liver disease**

Xiaobing Dou ^1, 2, 3, †^, Wenwen Yang ^1, 2, †^, Qinchao Ding ^2, 4^, Qiang Han ^1, 4^, Qianyu Qian ^2, 3^, Zhongyan Du ^4^, Yibin Fan ^5^, Cui Wang ^2, 3, 4 *^, Songtao Li ^1, 3, 4 *^

^5^ Department of Dermatology, Zhejiang provincial people’s hospital, People’s Hospital of Hangzhou Medical College, Hangzhou, 310014, China

Cui Wang

† These authors contribute equally to this paper.

**Disclosure statement**

The authors have declared no conflict of interest

**Acknowledgements**

This work was supported by the National Natural Science Foundations of China (No. 81973041, 81773981, and 81773422), Zhejiang Natural Science Foundations for Distinguished Young Scholars (No. LR20H260001), Special Support Program for High Level Talents in Zhejiang Province (No. ZJWR0308092), and Research Foundations of Zhejiang Chinese Medicine University (No.2020ZR07).

**Materials and Methods**

**RNA homology comparison between mouse and human**

The sequence information of mmu_lnc_1700023H06Rik (ENSMUST00000161006), mmu_lnc_Rian (ENSMUST00000182981), mmu_lnc_Gm12265 (ENSMUST00000139025), mmu_lnc_AW495222 (ENSMUST00000148316), and mmu_lnc_Gm45724 (ENSMUST00000213031) was obtained via Ensumbl (<http://asia.ensembl.org/index.html>). These sequences were sent to compare with that in the whole human genome. The locus information in the segment of human genome was retrieved according to the interval information of the target gene, and finally got the comparison results.

**Results**

**Table S1. sequences of siRNA**

| lncRNA | **sequence** |
| --- | --- |
| Lnc_1700023H06Rik | AACGAGAGCGCTGTCATTAG  GCGTGTAACCAATCTGCTGA  TCATTGAATCCACGTTCCAA  CGCTGTCATTAGGCATTGT  CTGAACTCTTCGAGGCAAA  CGTGTAACCAATCTGCTGA |

**Table S2. Primer sequence of lncRNAs**

| lncRNA | Forward | Reverse |
| --- | --- | --- |
| mou_lnc_AW495222（39807） | GAGCCCAGGGAGAGGAAGCAG | ACAGAGAAGCCACCCCTTGAGAG |
| mou_lnc_AW495222（39805） | AACTTGAGTTCGCTGCAGCA | ATCTCAGCGATGATGCATTCAAGTT |
| mou_lnc_1700023H06Rik | GCGTGTAACCAATCTGCTGAGAGG | AGAAGCGGTTCAATCCTGTTTCGG |
| mou_lnc_Gm38357 | CCATTCCCAGGGACAGTTTCA | CTGCAACTGCAGGGGTTAGA |
| mou_lnc_0610005C13Rik | CAAGTCCCCACCGGGATGC | ACTTTGCCCTGCATGGTGGAT |
| mou_lnc_Gm12265 | AGCCAACTTTCCCAAACTGC | CTGTTGGAGGACTCGCTTCT |
| mou_lnc_Gm45724 | TTTCCATCCTTGCTTCCCTGTG | CTCTGACTGGCTGTCCTGCTA |
| mou_lnc_Rian | CTGGCAAGGACACTTTCTACTC | AATGTCCTCGGCTGCATAGAAG |

**Table S3. Primer sequence of mRNAs**

| mRNA | Forward | Reverse |
| --- | --- | --- |
| actin | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |
| Prdx2 | CTTCGCCAGATCACAGTCAA | CCTTGCTGTCATCCACATTG |
| Acat2 | CTGTCACAGAACAGGGCAGA | TGACAGTTCCTGTCCCATCA |
| Acox1(66578) | TTATGCGCAGACAGAGATGG | GGCATGTAACCCGTAGCACT |
| Acox1(72948) | CCACATATGACCCCAAGACC | AGGCATGTAACCCGTAGCAC |
| Pgrmc2 | TTCTGCCTGGATAAGGATGC | TGATCCTTGGTGTCCTCCTC |
| Mup3(107472) | ATGACTGCGATTGGTGAACA | ATTCCATGCTCCTCGCATAG |
| Mup3(084531) | ATGACTGCGATTGGTGAACA | ATTCCATGCTCCTCGCATAG |
| Mup20 | GAGCTCTATGGCCGAGAACC | GCAGCGATTGGCATTGGTTA |
| Slco1a1 | TCTTGCCCAAATACCTGGAG | GGACAGGCCAAATGCTATGT |
| Slc22a28 | ATTGTGGTCACATTGGCAGC | GACTCCCATACCTGTTGCCC |
| Ptp4a2 | TGTGTTGCAGTGCATTGTGT | GCGTAACCGCATCTTAGGTC |

**Table S4. Differential expression of miRNAs and mRNAs in ALD mice model and CeNetwork**

| **miR_name** | **up/down** | **mR_name** | **up/down** |
| --- | --- | --- | --- |
| mmu-miR-299b-3p_R+4 | up | Slco1a1:ENSMUST00000042119 | down |
| mmu-miR-199b-3p_R-1 | up | Fcgrt:ENSMUST00000210642 | down |
| mmu-miR-210-3p | up | Slc38a6:ENSMUST00000153941 | down |
| mmu-miR-376b-3p | up | Sult2a8:ENSMUST00000209425 | down |
| mmu-miR-423-5p | up | Cyp2u1:ENSMUST00000106337 | down |
| mmu-miR-485-5p_R+1 | up | Pgrmc2:ENSMUST00000058578 | down |
| mmu-miR-540-3p_R+2 | up | Ttc39c:ENSMUST00000025294 | down |
| mmu-miR-874-3p_R+1 | up | Acox1:ENSMUST00000066587 | down |
| mmu-miR-186-5p | up | Acox1:ENSMUST00000072948 | down |
| mmu-miR-200b-3p | up | Apon:ENSMUST00000060782 | down |
| mmu-miR-200c-3p | up | Akt2:ENSMUST00000051356 | down |
| mmu-miR-223-3p_R+1 | up | Prdx2:ENSMUST00000164807 | down |
| mmu-miR-25-3p | up | Slc22a28:ENSMUST00000065651 | down |
| mmu-miR-294-3p | up | Mup20:ENSMUST00000074018 | down |
| mmu-miR-29a-5p_R+1 | up | Mup3:ENSMUST00000107472 | down |
| mmu-miR-425-5p_R-1 | up | Mup3:ENSMUST00000107488 | down |
| mmu-miR-429-3p | up | Acat2:ENSMUST00000159697 | down |
| mmu-miR-467a-5p | up | Ptp4a2:ENSMUST00000165853 | down |
| mmu-miR-22-3p | up | Clcn2:ENSMUST00000007207 | down |
| mmu-miR-376b-5p | up | Klhdc3:ENSMUST00000071841 | down |
| mmu-miR-3535_L-1 | up | Mup1:ENSMUST00000135953 | down |
| mmu-miR-494-3p_R+1 | up | Elovl3:ENSMUST00000043739 | down |
| mmu-miR-326-3p | up | Cyp4a12a:ENSMUST00000084343 | down |
| mmu-miR-330-5p_R-1 | up | Cyp4a12b:ENSMUST00000094887 | down |
| mmu-miR-3473b_R-2 | up | Hist1h2bg:ENSMUST00000079251 | down |
| mmu-miR-3473e_R-3 | up |  |  |
| mmu-miR-125a-3p_R-1 | up |  |  |
| mmu-miR-1291_R-1 | up |  |  |
| mmu-miR-221-3p_R-1 | up |  |  |
| mmu-miR-222-3p_R+2 | up |  |  |

**Table S5. Results of homology comparison between mouse and human**

| query | subject | % identity | gene_id | gene_name | Description | trans_type | e-value | bit score |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1700023H06Rik-ENSMUST00000161006 | chr5 | 89.58 | ENSG00000281357 | ARRDC3-AS1 | ARRDC3 antisense RNA 1 [Source: HGNC Symbol;  Acc: HGNC: 44145] | lncRNA | 1E-119 | 436 |
| Rian-ENSMUST00000182981 | chr14 | 100 | ENSG00000251363 | LINC02315 | long intergenic non-protein coding RNA 2315 [Source: HGNC Symbol; Acc: HGNC: 53234] | lncRNA | 0.0000002 | 63.9 |
| Rian-ENSMUST00000182981 | chr14 | 100 | ENSG00000258969 | LINC02307 | long intergenic non-protein coding RNA 2307 [Source: HGNC Symbol; Acc: HGNC: 53226] | lncRNA | 0.0002 | 54 |

How the deposited data were processed for this re-analysis (not part of the article)

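Liver RNA from 3 pair-fed mice (PF), 3 alcohol-fed mice (AF) and 3 alcohol-fed mice injected with MNA at 50 mg/kg was measured after 5 weeks of feeding, with 1 library per replicate and no pooling of replicates stated. The sample labels do not spell out MNA, and the paper does not report on that group. The libraries were depleted of ribosomal RNA, strand-specific and sequenced from both ends. Each library's condition and replicate number were taken from the sample labels, and all per-sample columns of the tables were matched to a library.

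The authors made the FPKM values of genes and of lncRNA transcripts with StringTie, as the methods state, from transcripts merged across the libraries. The FPKM values are scaled to each library's fragments and the transcript's length, and the gene values are rounded to 2 decimals in the file. The authors' lncRNA table also holds the mean read coverage of each transcript per library as StringTie writes it, which is not scaled for depth. The ratio of coverage to FPKM was tested on the file and was a single constant in each library. The CPC score and the CNCI score of assembled transcripts were made by the authors with those tools, and known transcripts carry no score; the highest CPC score of an assembled transcript was -1.0. The circRNA count values are back-splice junction reads as deposited by the authors, without normalization, and their normalized signal is the count divided by a constant of the library. The authors' aligner, genome build and circRNA caller are not named in the paper's text. Of the known lncRNA transcripts, 7841 were found by identifier in GENCODE M21 for the mouse build GRCm38, 7708 of them with the same start and end. The lncRNA table held 35 transcripts under 200 bp.

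The total reads of a library were recovered from the constant between the circRNA counts and their normalized signal. They were 66450747, 66981483 and 61286037 in PF, 62478547, 59831743 and 74499848 in AF, and 82179248, 76697018 and 57800660 in AF with MNA. Junction reads of circRNAs numbered 1955, 1840 and 1919 in PF, 1959, 1821 and 2060 in AF, and 2545, 2272 and 1588 in AF with MNA, so that most circRNAs had few reads. For genes and lncRNAs the tables give no counts, and precision was judged from the spread between replicates.

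Gene entries with a known transcript and a gene name were used, and 25801 entries made only of assembled transcripts were left out of the main comparison. The table merges overlapping genes, and 437 entries hold transcripts of at least 2 protein-coding genes. All known and assembled lncRNA transcripts were used, and lncRNAs of Table 1 and Figure 2A were followed as transcripts. The circRNA table held 4486 circRNAs, 4191 of exons and 295 of introns. Values were transformed as log2(FPKM + 1). Genes with a mean of at least 0.5 FPKM and lncRNA transcripts with a mean of at least 0.1 FPKM over the 6 libraries compared were tested with limma 3.58.1 (lmFit, and eBayes with an intensity trend), with Benjamini-Hochberg adjustment. The threshold of the methods was an unadjusted p under 0.05 with a log2 ratio of the group mean FPKMs above 1 or below -1. Junction counts of circRNAs present in at least 3 of the 6 libraries were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) with the recovered reads as library sizes, and DESeq2 1.42.0 was an alternative. The GO and KEGG terms of the gene table that the text names were tested with limma's camera (preset correlation 0.01), with fry, with camera under an estimated correlation, and with Fisher's exact test of the genes past the threshold against all tested genes. Fisher's test of terms was one-sided, for a larger share of differentially expressed genes than among the others, and all other tests were two-sided. R 4.3.3, Python 3.11.15, pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 were used, with a seed of 7 for random draws.

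The comparisons were AF against PF and AF with MNA against AF. The models, the comparisons, the gene lists, the alternatives not named as added and the rule for named genes were set before the data were examined. Alternatives were a pseudocount of 0.1, each library scaled to the same median, no intensity trend, all 9 libraries in the fit, the replicate number as a replicate block, each library left out in turn, limma's coefficient as the fold change, and other minimum levels (any value above 0, 2 FPKM for genes, 0.5 FPKM for lncRNAs). A linear model without moderation and with the library-size covariate that Ballgown describes was also run. Alternatives added after the data were seen were known lncRNA transcripts only, lncRNAs without those in introns, all gene entries, gene entries without merged coding genes, the covariate model with its coefficient as the fold change, an indicator of AF replicate 3 in place of the covariate, and Fisher's test of terms. The covariate model was set in advance for the counts past the threshold, and its adjusted counts were read off later. For circRNAs, junction totals with TMM as library sizes were also added then.

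The lists covered male-biased and female-biased liver genes, PPARα targets, cholesterol synthesis, clock genes of the dawn and dusk phase, the Dlk1-Dio3 locus, genes of the X and Y chromosomes that mark sex, and markers of Kupffer, stellate, endothelial, cholangiocyte, neutrophil, erythroid and pancreatic acinar cells. The families of cytochrome P450, glutathione S-transferase, UDP-glucuronosyltransferase, major urinary protein and aldehyde dehydrogenase genes were taken by symbol. Genes were named by rule: every lncRNA of Table 1 and Figure 2A, every mRNA of Table S4 and Figure 6A, and Cyp2e1, Akt2, Prdx2, Meg3, Rian, Mirg, Gas5, Neat1, Soat2, Xist and Ddx3y. The rule also took the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 FPKM and groups that do not overlap, the 2 circRNAs with the smallest p in each direction, and the 3 most abundant members of each list. Some genes that the rule takes are not reported here by name, and they stay in the counts and medians of their lists. Genes outside the rule, such as single members of terms, genes that overlap an lncRNA, B3galt6 and Gm44249, were named after their values were seen.

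The tests were tried on simulated data before use. With a log2 change of 2 put into 200 genes, limma recovered 193 at an adjusted p under 0.05, and 106 of 200 for lncRNA transcripts. Without any change, it called 0 of 12003 genes and 11 of 17474 lncRNA transcripts, with 578 genes and 712 transcripts at an unadjusted p under 0.05. For circRNAs, edgeR recovered 42 of 60. Limma's camera gave a p of 8.43e-59 for a set of 50 shifted genes and of 0.588 for an unshifted set. The microRNA libraries and the PCR measurements of the study were not analysed here.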

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

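Apart from the corrections for GC content, gene length and level, the subset of male-biased genes outside multigene families and the subset of female-biased genes outside the P450 family, the tests were chosen only after the result was seen.

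A list of genes with higher levels in male mouse liver, most of which the paper does not discuss, was lower in AF than in PF, and a list of genes with higher levels in female mouse liver was higher. Of the 28 male-biased genes 25 were tested, and all 25 had a lower mean in AF, with a median log2 FC of -1.46. The threshold was passed by 15, an adjusted p under 0.05 (limma) was reached by 7 over all genes and by 16 when adjusted over the list alone, and 17 of the 25 did not overlap between PF and AF, against 10% by chance. Table S4 holds 9 of the 25, chosen by the study on these libraries, with a median of -2.45, and the other 16 had a median of -1.16. Mup7 had 4608, 7168 and 4905 FPKM in PF and 586, 4374 and 1172 FPKM in AF, Mup12 had a log2 FC of -1.11 with overlapping groups, and the entry of Mup3 with Mup20 is given at Figure 6A. Of the 33 female-biased genes 16 were tested, and 13 of these were higher in AF, with a median log2 FC of 1.47. The threshold was passed by 9 upregulated genes and 1 downregulated gene, 2 had an adjusted p under 0.05 over all genes (limma), and 10 had one when adjusted over the list alone. The groups did not overlap for 9 of the 16, 1 of them lower in AF. Cyp2a4 had 1.34, 1.22 and 1.66 FPKM in PF and 41.7, 18.9 and 22.4 FPKM in AF, Cyp17a1 had a log2 FC of 1.69 with overlapping groups, and Cyp2b9 had at most 0.15 FPKM in PF and 6.66, 3.33 and 30.7 FPKM in AF. As sets the lists gave p-values of 2.33e-22 and 6.1e-09 with limma's camera and adjusted p-values of 0.00931 and 0.0135 with limma's fry, but 0.118 and 0.127 with the correlation estimated in limma.

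Several technical explanations of the male-biased and female-biased changes are contradicted by the values. With every library scaled to the same median, the male-biased median was -1.37, which a difference in depth would have removed. The median coefficient over all tested genes was -0.03, so that a few abundant genes did not shift the other genes. After a correction of the coefficients for GC content, length and level, the male-biased median was -1.64 against -1.58 before it, and the female-biased median 0.81 against 0.80. All 7 male-biased members outside multigene families were lower, with a median of -1.11 and 5 of 7 not overlapping, so that reads shared between paralogs do not account for them. A lower share of hepatocytes would lower the female-biased genes as well, and these rose by a median of 1.47. Female mice among the AF libraries would bring Xist, which was at most 0.06 FPKM in any library, while the entry of Ddx3y with Gm4017 had 3.70 to 4.71 FPKM. The 10 female-biased members outside the P450 family had a median of 1.22, with 9 of 10 higher, so that P450 induction alone does not account for the list. Chance in the allocation of mice cannot be told apart from the diet by splits of the libraries, because 3 against 3 give 10. For both lists, 1 of the 10 splits of the 6 samples, the real one, gave a p as small with limma's camera. The 3 libraries of AF with MNA, further alcohol-fed mice outside this comparison, argue against chance among the AF mice for both lists. Their male-biased means of log2(FPKM + 1) were 4.00, 5.12 and 5.14, against 6.01 to 6.65 in PF. Their female-biased means were 2.89, 1.89 and 2.03, against 0.89 to 1.27 in PF. These mice also received MNA, and they were set against the same 3 PF libraries, so that chance among the PF mice stays open. A weaker male pattern of liver gene expression in AF remains a hypothesis, found and tested on the same PF and AF libraries.

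A list of 24 cholesterol synthesis genes, which the paper does not analyse, was lower in AF. Of 23 tested genes 21 were lower, with a median log2 FC of -0.80 (-0.81 with every library scaled to the same median). The threshold was passed by 6, none had an adjusted p under 0.05 over all genes (limma) while 11 had an unadjusted p under 0.05, and 10 had an adjusted p under 0.05 when adjusted over the list alone. Not all abundant members shared the decrease: Ebp had a log2 FC of -0.02, and Insig1 had -0.98. The set had a p of 6.58e-08 with limma's camera, which did not hold with fry (adjusted p = 0.163) or an estimated correlation (adjusted p = 0.416). A trend with GC content, length or level is contradicted by a median coefficient of -0.80 after that correction against -0.77 before it. Another time of day at sampling cannot be told apart from the diet: clock genes that peak at dusk had a median log2 FC of -0.56 with 9 of 10 lower, and the sample labels give no time of sampling. Chance is open as well, since 2 of the 10 splits of the samples gave a p as small with limma's camera, and the other of these gave 5.06e-11. An effect of alcohol feeding on cholesterol synthesis may also underlie the decrease and was not tested.

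Transcripts that the authors assembled from these libraries, outside those the paper discusses, made up 371 of the 453 lncRNAs past the threshold, 227 upregulated and 144 downregulated among 14560 tested. None had an adjusted p under 0.05 (limma), and 380 had an unadjusted p under 0.05. AF replicate 3 held much more signal of such transcripts than the other AF and PF libraries, and without it the count was 441, with 292 upregulated and 149 downregulated. These included 217 of the 371, which do not need that library, against 177 to 215 with another library left out. For the rest its content cannot be told apart from a difference between the groups, because leaving out any of the 6 libraries lost a similar number. The real split gave the largest count of the 10 splits (1 of 10), and the others gave 234 to 353, so that chance cannot be told apart with 3 libraries against 3. An effect of the diet on these transcripts stays open and was not tested further.

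In the group that the paper does not report, 6 genes had an adjusted p under 0.05 (limma) in AF with MNA against AF, 2 upregulated and 4 downregulated among 12214 tested, and 637 genes (5.2%) had an unadjusted p under 0.05. The smallest p belonged to Gm24924, a copy of the U1 small nuclear RNA, with 814, 537 and 812 FPKM in AF and listed at 0 in all 3 libraries of AF with MNA. Gm26244, another copy, had a log2 FC of -5.14 (adjusted p = 0.00706, limma). Gm17103 had a log2 FC of -2.63 (adjusted p = 0.0321, limma), and a clone transcript of 1 exon had 3.88, 2.97 and 4.65 FPKM in AF and was listed at 0 with MNA. B3galt6 and Gm44249, listed at 0 in all AF libraries, had between 1 and 1.1 FPKM with MNA (adjusted p = 0.0455, limma). Gm24924 had 581, 212 and 0 FPKM in PF, so that such a change from a high level to 0 also occurred within a group. For U1, reads shared between near-identical copies cannot be told apart from a change in level: the summed FPKM of 19 copies was lower with MNA, with a ratio of 0.53 to AF, but the sums of 1267, 3694 and 1485 FPKM with MNA came near the 3741, 4054 and 4299 FPKM of AF in MNA replicate 2. Of the 10 splits of the 6 samples 4 gave at least 6 such genes, and the other splits gave 1 to 11, so that chance stays open. Without AF replicate 2 the count was 13 and without MNA replicate 3 it was 12, and each of these fits kept 3 of the 6. An effect of MNA was not tested beyond this comparison.

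PPARα targets were higher in AF with MNA than in AF, in 25 of 26 tested genes, with a median log2 FC of 0.47 (0.43 with every library scaled to the same median). No gene of the list had an adjusted p under 0.05, over all genes (limma) or when adjusted over the list alone, and 10 had an unadjusted p under 0.05. Cyp4a10 had a log2 FC of 0.83 and Cyp4a14 of 0.59. The set had a p of 1.08e-13 with limma's camera, which did not hold with fry (adjusted p = 0.433) or an estimated correlation (adjusted p = 0.617). In AF against PF the median of the list was 0.01. A trend with GC content, length or level is contradicted by a median coefficient of 0.51 after that correction, the same to 2 decimals as before it. Chance cannot be told apart with 3 libraries against 3, where 1 of the 10 splits, the real one, gave a p as small with limma's camera and another gave 4.08e-13, and an effect of MNA stays open as a hypothesis.

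Of the 39 genes with an adjusted p under 0.05 in AF against PF (limma) that were tested in both comparisons, 35 (89.7%) changed in the opposite direction with MNA. The AF libraries are shared by both comparisons, which by itself gives opposite changes, but 20 simulations of that sharing without an effect of MNA gave 39 to 66.7%, with a mean of 51.6%. The share was between 82.6% and 92.6% with each AF library left out. By library, 50% of the 40 genes moved toward PF in MNA replicate 1, 90% in MNA replicate 2 and 87.5% in MNA replicate 3, so that the share does not hold in the first. Of the 10 splits of the AF libraries with and without MNA 3 gave a share as large, so that chance cannot be told apart from an effect of MNA with 3 libraries against 3. A partial return toward PF may therefore rest on 2 of the 3 libraries.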

How the results depend on the processing

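The tests of these choices were chosen in advance, apart from those named here as chosen only after the result was seen.

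The 453 lncRNA transcripts past the threshold became 744 with all 9 libraries in the fit and 256 with limma's coefficient as the fold change, and ranged from 349 to 562 across the 6 fits that each left out 1 library, which shared 221 to 274 transcripts with the 453. With alternatives added after seeing the data, the count was 227 for known transcripts only, 275 without transcripts in introns, and 236 with the covariate model of Ballgown and its coefficient. For known transcripts only it was 33 with that model, 30 with the covariate from the gene table and 28 with no moderation or covariate. With an indicator of AF replicate 3 in place of the covariate it was 33. The coefficient is a stricter fold change by construction. Fewer transcripts do not account for the 227, of which 79 are among the 453, since the main comparison called 82 known transcripts. By construction each known transcript has the same coefficient and fold change in both fits, so that only the variance that limma shares across transcripts differs. An unadjusted p under 0.05 (limma) was reached by 100 known transcripts in the main fit and by 256 with known transcripts only. The 3 lncRNAs with an adjusted p under 0.05 became 9 with a pseudocount of 0.1, 5 with scaling to the same median, 8 with the replicate block and 7 with at least 0.5 FPKM. They became 1 without the intensity trend, 1 with all values above 0 and, in an alternative added later, 1 without transcripts in introns, with 1 to 3 across the fits that each left out 1 library. With the covariate model, set in advance for the counts past the threshold and read for this count later, they became 2, none of them among the 3. The cause was not tested. Since simulated libraries without a change gave 11 such lncRNA calls, the adjusted lncRNA counts do not bear much weight.

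The 527 genes past the threshold became 249 with limma's coefficient, 1183 with all values above 0, 265 with at least 2 FPKM and 342 with the covariate model. With alternatives added later they became 203 with that model's coefficient and 993 over all gene entries. Across the fits that each left out 1 library they ranged from 516 to 764, and the fit without AF replicate 3, with 764, shared 417 of the 527. The 40 genes with an adjusted p under 0.05 became 86 with all 9 libraries in the fit (33 of the 40 among them), 18 with the replicate block and 25 with all values above 0, and ranged from 25 to 47 with 1 library left out. With the covariate model, read for this count later, they became 0, where 1512 genes had an unadjusted p under 0.05. That model leaves fewer residual degrees of freedom by construction. The replicate numbers do not pair the libraries: correlations of same-numbered libraries after removal of group means were -0.08 to 0.062 for genes, against -0.125 to 0.098 for other pairs. For lncRNAs they were -0.141 to 0.024, against -0.124 to 0.167.

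For AF with MNA against AF, the 6 genes with an adjusted p under 0.05 became 0 with all 9 libraries in the fit, where 752 genes had an unadjusted p under 0.05, 1 with the replicate block, 2 with all values above 0 and 2 with at least 2 FPKM, and ranged from 6 to 13 with 1 library left out. Each fit with 1 library left out kept only 2 or 3 of the 6. With the covariate model, read for this count later, the 6 genes also became 0, where 625 genes had an unadjusted p under 0.05. The 345 lncRNA transcripts past the threshold became 598 with a pseudocount of 0.1, 624 with all 9 libraries and, in an alternative added later, 166 for known transcripts only, with 261 to 423 across the fits with 1 library left out. The cause was not tested. The share of genes with an opposite change ranged from 82.6 to 92.6% with 1 AF library left out.

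All 8 lncRNAs of Table 1 passed the threshold in each fit with 1 library left out (8 to 8), and 5 did as genes, where AW495222 as a whole had a log2 FC of -0.084, reversed for AW495222(39805), by the construction of a gene level that follows the length-weighted sum of its transcripts. The 12 entries of Table S4 past the threshold ranged from 9 to 14 with 1 library left out. The 14 terms with an adjusted p under 0.05 became 0 with the correlation estimated per set, where 11 had an unadjusted p under 0.05, and ranged from 13 to 14 with 1 library left out. The adjusted p of metabolic process in limma's camera ranged from 0.314 to 0.967 with 1 library left out, and its direction reversed without AF replicate 3 (0.967). The 20 circRNAs past the threshold became 0 among 38 present in all 6 libraries, where 0 had an unadjusted p under 0.05 and the lowest p was 0.0697 (edgeR), 5 with the replicate block and 5 with DESeq2, and ranged from 5 to 13 with 1 library left out. Testing 38 in place of 335 circRNAs explains part of the first by construction, and few reads per junction limit all of these counts.

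The direction of Akt2 reversed with scaling (log2 FC 0.034) and without AF replicate 3 (0.03), with a range of -0.105 to 0.03 over the fits with 1 library left out. Prdx2 went to -0.001 with scaling, where its fitted coefficient changed sign, and to 0.019 without PF replicate 2, 0.06 without PF replicate 3 and 0.128 without AF replicate 2, the highest, with -0.174 the lowest. The cause of these moves was not tested. Among single genes, transcripts and terms, 541 values kept their direction and side of the threshold, 40 were weaker, 6 stronger and 8 reversed. Among the counts and main values, 101 kept theirs, 40 were weaker and 12 stronger. Scaling to the same median moved the median coefficient over all genes from -0.026 to 0.006.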

Differences from the paper's values

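The tests compared here were set before the data were examined, apart from those named as chosen only after the result was seen; each value had 15 such alternatives. A gap is called closed where 1 of the 2 values is at most 1.5 times the other, which can leave them well apart.

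The paper's 29 differentially expressed lncRNAs compare with 453 here, and none of the alternatives set before the data were examined closed the gap, with counts from 256 to 744. Alternatives chosen after seeing the values reached it: known transcripts only gave 28 with a linear model without moderation, 30 with the Ballgown covariate from the gene table and 33 with the covariate from the lncRNA table. Known transcripts with an indicator of AF replicate 3 in place of the covariate gave 33. Of the lncRNAs of Figure 2A these 4 fits called 21, 28, 27 and 26, so that the fit with 28 matches the count more than the lncRNAs. By direction, the paper's count of upregulated lncRNAs is about 12 in Fig. 2A, read by eye, against 258 here, and the paper's count of downregulated lncRNAs is about 17 in Fig. 2A, read by eye, against 195. The alternatives set in advance gave 155 to 443 and 101 to 301, and none closed these gaps. Of those chosen after seeing the values, the fits of known transcripts did: 9 upregulated and 19 downregulated with no moderation or covariate, 12 and 18 with the covariate from the gene table, 13 and 20 with that from the lncRNA table, and 12 and 21 with the indicator.

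For the p-values of Table 1, the paper's 0.0276 for 0610005C13Rik compares with 0.000204 here (limma), the paper's 0.0131 for Gm12265 with 7.57e-05 (limma), the paper's 0.0153 for Gm45724 with 0.000229 (limma) and the paper's 0.0442 for Rian with 0.000557 (limma). Only the linear model without moderation and with the Ballgown covariate closed these gaps, with 0.0296, 0.0148, 0.0161 and 0.0515, and the other 14 alternatives did not. The log2 FCs of Table 1 fall within the error of the coefficients on log2(FPKM + 1) for all 8 lncRNAs, and that scale, not the ratio of means, was used for the comparison.

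The legend of the paper's enrichment figure ties its rich factors to differentially expressed lncRNAs, and its methods to differentially expressed genes. Here they are shares of the tested entries of the gene table, so that the sets counted may differ from the paper's. For rich factors, the paper's value for oxidation-reduction process is about 0.16 in Fig. 4A, read by eye, against 0.099 here. It was brought within a factor of 1.5 of the paper's value without AF replicate 2 (0.108) and without AF replicate 3 (0.121). The paper's value for lipid metabolic process is about 0.12 in Fig. 4A, read by eye, against 0.064, brought within that range without PF replicate 2 (0.082) and without AF replicate 3 (0.095). For metabolic process the paper's value is about 0.12 in Fig. 4A, read by eye, against 0.051, and none brought it there (0.043 to 0.065). For fatty acid metabolic process the paper's value is about 0.13 in Fig. 4A, read by eye, against 0.041, and none brought it there (0.031 to 0.082). For response to oxidative stress the paper's value is about 0.12 in Fig. 4A, read by eye, against 0.035, brought within that range only without AF replicate 3 (0.094). For the intermediate-density lipoprotein particle the paper's value is about 0.75 in Fig. 4B, read by eye, against 0 here and under all 15 alternatives. For oxidoreductase activity the paper's value is about 0.18 in Fig. 4C, read by eye, against 0.109, brought within that range without AF replicate 2 (0.12) and without AF replicate 3 (0.128). For lyase activity the paper's value is about 0.16 in Fig. 4C, read by eye, against 0.068, and none brought it there (0.034 to 0.08). In Fig. 4D, read by eye, the paper's value for glutathione metabolism is about 0.25, against 0.147. It was brought within that range without PF replicate 3 (0.176), without AF replicate 2 (0.206), without AF replicate 3 (0.206) and with at least 2 FPKM (0.167). The alternatives set in advance that are not named beside a value did not bring it there.

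For the lncRNAs of Figure 2A by size of change, the paper's number upregulated between 1 and 1.5 on the log2 scale is about 7 in Fig. 2C, read by eye, against 4 here, brought within a factor of 1.5 of the paper's value without PF replicate 2 (5) and with the Ballgown covariate (5). The paper's number downregulated between 1.5 and 2 is about 1 in Fig. 2C, read by eye, against 2, closed without PF replicate 2 (1) and without AF replicate 1 (1). Between 3 and 4, the paper's number upregulated is about 0 in Fig. 2C, read by eye, against 1, closed without AF replicate 1, without AF replicate 3 and with the Ballgown covariate (0 each). The paper's number downregulated between 3 and 4 is about 2 in Fig. 2C, read by eye, against 1, closed without PF replicate 3, without AF replicate 3 and with the Ballgown covariate (2 each). The other alternatives set in advance did not close these gaps.

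The paper calls all lncRNAs of Figure 2A differentially expressed, while Gm45774, ENSMUST00000218264 and Gm28836 were not past the threshold here. All 29 were past it without AF replicate 3. The covariate model set in advance gave the 3 unadjusted p-values of 0.00666, 0.0078 and 0.00906, but 26 of the 29 passed with it, as in the main fit. With the replicate block 27 of the 29 passed. With alternatives chosen after seeing the values, 27 of the 29 passed with the covariate model and its coefficient, 27 with known transcripts only, and 27 and 28 with known transcripts and the covariate from the lncRNA table or the gene table.

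In the text, upregulated lncRNAs outnumber downregulated ones among the smallest changes and fall behind them in the next range, the reverse of Fig. 2C, and here 4 were upregulated and 9 downregulated between 1 and 1.5. The legend of Fig. 2 gives the volcano plot and the clustering under letters in another order than the figure shows. The paper calls 1700023H06Rik the most downregulated lncRNA and bases its selection on qRT-PCR. In Table 1 its value, -2.10, is the smallest decrease of the 5 network lncRNAs. Its coefficient here, -1.82, was also the smallest decrease of the 5. Without AF replicate 3 it was -2.36, past 0610005C13Rik and Gm12265, and with the Ballgown covariate -2.24, past 0610005C13Rik, but it was the lowest under none of the alternatives. The paper gives Gm45724 among the greatest decreases, and by the ratio of group means Gm12265, 0610005C13Rik, 1700028E10Rik and a C4a transcript fell further here, while AW495222(39807), 9430034N14Rik and Gas5 were listed at 0 in every AF library. By the coefficient it was second, except without AF replicate 1, where 0610005C13Rik was lower (-2.80 against -2.45), and with a pseudocount of 0.1, where Gm12265 and 0610005C13Rik were. The methods state that transcripts with low coding scores were removed, and the assembled transcripts of the lncRNA table all have such scores, at most -1.0 for CPC.

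The paper lists the mRNAs of Table S4, as single transcripts, as downregulated, while 10 of the 22 gene entries changed here by less than 1 on the log2 scale. A gene entry can change unlike 1 of its transcripts, and 5 of the entries hold transcripts of at least 2 protein-coding genes. The levels of single mRNA transcripts were not available here, so that these values do not contradict the paper's. For Acat2, which the paper calls downregulated in sequencing, the threshold was passed only without AF replicate 3, and for Slc22a28 without AF replicate 3 or without PF replicate 3. By RT-PCR the paper finds Ptp4a2 upregulated, while its Table S4 lists the transcript as downregulated by sequencing. By sequencing here the gene was also lower in AF (log2 FC -0.68). In the ranking of KEGG pathways, by rich factors over sets that may differ, the paper puts retinol metabolism first. Here arachidonic acid metabolism was first (0.375 against 0.311). Without AF replicate 2 steroid hormone biosynthesis was first (0.4), with all values above 0 metabolism of xenobiotics by cytochrome P450 was (0.283), without PF replicate 3 the latter tied with arachidonic acid metabolism (0.353), and retinol metabolism was first under none of the alternatives. The paper also places PPAR signaling pathway and glutathione metabolism above a rich factor that they did not reach here (0.163 and 0.147), though PPAR signaling pathway had 0.204 without AF replicate 1 and glutathione metabolism 0.206 without AF replicate 2 or AF replicate 3. All cellular component terms have high rich factors in the paper, and for the term tested here, 0 of 2 genes were differentially expressed, with none at an unadjusted p under 0.05.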

Other observations

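Apart from the tests of the source of intron signal by far intergenic and by spliced transcripts, the tests were chosen only after the result was seen.

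AF replicate 3 and AF with MNA replicate 1 held more signal of assembled transcripts in introns and between genes than the other 7 libraries. The summed FPKM in introns was 9433 and 8934 in these 2 libraries and between 2477 and 4937 in the others, a ratio of 2.42. They had 6639 intron transcripts above 0 on average, covering 5687 kb with a mean of 1.38 FPKM, against 3940 transcripts, 4031 kb and 0.956 FPKM in the others. Depth alone is argued against by AF with MNA replicate 2, though that is 1 library. It had 76697018 reads, against 74499848 in AF replicate 3, and the lowest intron sum, 2477. The number of circRNAs, 640 in AF replicate 3 and the fewest along with AF with MNA replicate 1, cannot decide on depth. It did not follow the reads, since AF with MNA replicate 3 had 751 circRNAs with 57800660 reads. Unspliced RNA of annotated genes as the only source is contradicted by transcripts far from annotated genes, whose sum also rose (ratio 2.00). Reads that do not come from spliced RNA are a candidate source: assembled transcripts with at least 2 exons had a median ratio of 1.06, with a ratio of 1.00 for their sum, and known transcripts had a median ratio of 0.86, with a ratio of 1.07 for their sum. Such reads could be genomic DNA or unspliced RNA, and these were not told apart by a further test. No biological explanation was tested.

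Among 3712 entries of protein-coding genes that reached 5 FPKM in the third-highest of the 9 libraries, 59 lay near 0 in some libraries and at their full level in the others. Of these, 24 (40.7%) have a single exon, against 0.68% of the other entries (Fisher's exact test, two-sided, p = 1.55e-32). Of the 49 entries with a single exon 49.0% were of this kind, against 0.96% of those with more. The low libraries numbered 3 of the 6 PF and AF libraries for 16 entries, and in 8 of them they were all the PF or all the AF libraries. In the values, 29 of the 59 were listed at 0 in at least 1 library. Processing of single-exon genes by the authors' tools is a candidate explanation, and no biological explanation was tested. Irf2bp1, Hist1h2bg, Gm38357 and Gm45724 each have a single exon.

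Of the lncRNAs of Figure 2A, 20 overlap a tested protein-coding gene, and 17 of the 20 (85.0%) changed in its direction, 14 of them among the 17 on the opposite strand. For the other known lncRNAs with such a gene this held for 1223 of 2123 (57.6%; Fisher's exact test, two-sided, p = 0.0125). By the sign of the log2 FC in place of the coefficient it was 16 of the 20 (80.0%) against 57.7% (Fisher's exact test, two-sided, p = 0.066). For 7 of the 20 the coding gene had an unadjusted p of at least 0.5 (limma), and 5 of these 7 are among the 17. The overlapping coding gene itself was past the threshold for 9 of the 20 (45.0%), against 2.6% for the other known lncRNAs. Other known lncRNAs past the threshold went with their coding gene in 13 of 23 (56.5%). Reads or transcription shared with the overlapping gene cannot be told apart from separate changes, because 20 lncRNAs are few and the difference in shares depends on how the sign is taken. An effect of the diet on the whole locus stays open. Gm45774 overlaps Mt2, which was upregulated with a log2 FC of 4.55.

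AW495222(39807) and AW495222(39805) belong to 1 gene and changed in opposite directions, while the gene as a whole changed little (log2 FC -0.084). It had 6.28, 9.25 and 8.35 FPKM in PF and 7.59, 5.86 and 9.08 FPKM in AF. Assignment of reads to one transcript or the other is a candidate explanation, which would keep the total of the reads. The plain sum of the 2 FPKMs fell (log2 FC -0.75). Weighted by transcript length, in proportion to reads, the sum changed as the gene did (log2 FC -0.08), which holds by the construction of a gene level. A switch between transcripts would keep that total too, so that the total cannot decide between the explanations. A switch between transcripts under the diet was not tested further. Against a switch by alcohol feeding alone, AF with MNA replicate 1 had 15.5 FPKM of AW495222(39807) and 0.126 FPKM of AW495222(39805), as in PF, while MNA replicates 2 and 3 had 0 FPKM of the first and 7.00 and 7.86 FPKM of the second, but 1 library excludes nothing.

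The library-size covariate of Ballgown, computed from the gene table, was 20750 in AF replicate 3 and 13258 to 15395 in the PF libraries. Among known transcripts tested with it 30 lncRNAs were called, and with an indicator for AF replicate 3 in its place 33 were called, of which 27 were shared. Without a covariate 28 were called, 21 of them shared with the covariate. The covariate may thus act mainly as a term for AF replicate 3, and no biological explanation was tested.

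For AF against PF, other splits of the 6 samples gave fewer genes past the threshold (160 to 263, against 527; 1 of 10 splits as large) and fewer with an adjusted p under 0.05 (1 to 5, against 40; 1 of 10). For lncRNAs past the threshold the other splits gave 271 to 402 against 453 (1 of 10), and for those with an adjusted p under 0.05 they gave 0 to 4 against 3 (3 of 10). Terms with an adjusted p under 0.05 numbered 0 to 6 in the other splits against 14 (1 of 10). With 10 splits, chance cannot be told apart at a share under 0.1 for any of these counts.

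Of 335 circRNAs tested in AF against PF, 20 were past the threshold, 11 upregulated and 9 downregulated; none had an adjusted p under 0.05 and 20 had an unadjusted p under 0.05 (edgeR). The count was between 5 and 13 with each library left out, and 4 of the 10 splits gave as many, with 12 to 32 in the other splits. The smallest p-values among decreases were those of circles from Ttc39c (17, 11 and 9 junction reads in PF, 0, 3 and 0 in AF; adjusted p = 0.648, edgeR) and AU040320 (9, 2 and 20 in PF, 3, 0 and 0 in AF; adjusted p = 0.713, edgeR). Among rises they were those of Cyp2b9 and Slc7a2 (adjusted p = 0.713, edgeR), the latter with 0 reads in all PF libraries and 4, 4 and 8 in AF. In AF with MNA against AF, 14 of 320 circRNAs were past the threshold, none with an adjusted p under 0.05 and 14 with an unadjusted p under 0.05.

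In AF with MNA against AF, 345 of 19752 lncRNA transcripts were past the threshold, 125 upregulated and 220 downregulated. None had an adjusted p under 0.05 (limma), and 358 had an unadjusted p under 0.05. Known transcripts made up 56 of them and intron transcripts 221, of which 145 were downregulated. The share upregulated, 36.2%, was 61.9% without MNA replicate 2 and 18.9% without AF replicate 2. Of the 10 splits 5 gave as many transcripts past the threshold, so that chance stays open. Of 12214 genes 242 were past the threshold, 126 upregulated and 116 downregulated.

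By the rule for named genes, the largest rises from PF to AF were those of Irf2bp1 (listed at 0 in PF; 5.55, 4.32 and 5.67 FPKM in AF), Gm38357, Cyp2b13 (at most 0.01 FPKM in PF; 4.77, 5.48 and 7.36 FPKM in AF), Cyp2b10 and Snord17 (0, 4.45 and 2.86 FPKM in PF; 142, 179 and 186 FPKM in AF). The largest falls were those of Hist1h2bg, Apcs (104, 43.1 and 43.2 FPKM in PF; 0.05, 0.48 and 0 FPKM in AF), Hsd3b5 (log2 FC -7.17), Mup21 (log2 FC -6.30) and Elovl3. Within AF with MNA, Apcs had 34.2, 19.3 and 0.06 FPKM and Irf2bp1 0, 0 and 6.16 FPKM. Hist1h2bg had 6.97, 12.3 and 0 FPKM there, and Snord17 119, 0 and 183 FPKM. Apcs, Irf2bp1, Hist1h2bg and Snord17 were thus near 0 in some alcohol-fed libraries and not in others. For them, processing cannot be told apart from the diet. Gm38357, Cyp2b13, Cyp2b10, Hsd3b5, Mup21 and Elovl3 stayed outside their PF range with MNA. Meg3 as a gene had a log2 FC of 4.24 with an adjusted p of 0.106 (limma). Mirg, with at most 0.40 FPKM in any PF or AF library, was not tested. Neat1 had a log2 FC of 0.78 (adjusted p = 0.569, limma) and Soat2 of 0.12. In a principal component analysis of the genes the first component (22.8%) had values of 27.9 to 28.9 in PF and of -19.3 to -7.41 in the other 6 libraries.

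For the other lists in AF against PF, the median log2 FC was 0.10 for clock genes of the dawn phase (3 tested), 3.67 for the Dlk1-Dio3 locus (2 tested), 0.15 for stellate cell markers, 0.35 for endothelial markers with 6 of 6 higher, 0.74 for cholangiocyte markers (2 tested), 0.29 for erythroid markers and -0.86 for the 1 pancreatic acinar marker tested. The Kupffer cell markers had a median of -0.09, which turned to 0.01 with every library scaled to the same median, and the sex-marking genes of the X and Y chromosomes had a median of 0.00. No neutrophil marker was tested. The glutathione S-transferase genes had a median of 0.47, the UDP-glucuronosyltransferase genes of -0.21 and the aldehyde dehydrogenase genes of -0.07. All 17 major urinary protein genes were lower in AF, with a median of -0.78 (-0.64 with scaling), a set p of 5.79e-09 with limma's camera and an adjusted p of 0.181 with fry; these share similar sequences and 6 were past the threshold.

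In AF with MNA against AF, the male-biased list had a median log2 FC of 0.38, the female-biased list of 0.19, cholesterol synthesis of -0.07, and the clock genes of 0.48 for dawn and 0.28 for dusk. The cell markers had medians of 0.24 for Kupffer, 0.04 for stellate, 0.18 for endothelial, -0.55 for cholangiocyte, -0.39 for erythroid and 0.57 for pancreatic acinar cells. The families had medians of 0.05 for P450, -0.11 for glutathione S-transferase, 0.19 for UDP-glucuronosyltransferase, 0.27 for major urinary protein and 0.17 for aldehyde dehydrogenase genes, and the Dlk1-Dio3 locus of -0.01. No list or family other than the PPARα targets had an adjusted p under 0.05 in limma's camera, where 4 lists and families besides it had an unadjusted p under 0.05.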
